# PDE4B Is a Homeostatic Regulator of Cyclic AMP in Dendritic Cells

**DOI:** 10.3389/fphar.2022.833832

**Published:** 2022-03-21

**Authors:** Amy M. Chinn, Cristina Salmerón, Jihyung Lee, Krishna Sriram, Eyal Raz, Paul A. Insel

**Keywords:** cyclic AMP (cAMP), compensation, phosphodiesterase (PDE), PDE4B, Th2 immunity

## Abstract

Chronic decreases in the second messenger cyclic AMP (cAMP) occur in numerous settings, but how cells compensate for such decreases is unknown. We have used a unique system—murine dendritic cells (DCs) with a DC-selective depletion of the heterotrimeric GTP binding protein Gα_s_—to address this issue. These mice spontaneously develop Th2-allergic asthma and their DCs have persistently lower cAMP levels. We found that phosphodiesterase 4B (PDE4B) is the primary phosphodiesterase expressed in DCs and that its expression is preferentially decreased in Gα_s_-depleted DCs. PDE4B expression is dynamic, falling and rising in a protein kinase A-dependent manner with decreased and increased cAMP concentrations, respectively. Treatment of DCs that drive enhanced Th2 immunity with a PDE4B inhibitor ameliorated DC-induced helper T cell response. We conclude that PDE4B is a homeostatic regulator of cellular cAMP concentrations in DCs and may be a target for treating Th2-allergic asthma and other settings with low cellular cAMP concentrations.

## Introduction

Cellular concentration of the second messenger 3′,5′-cyclic adenosine monophosphate (cyclic AMP, cAMP) can profoundly impact organismal physiology. Maintaining cellular cAMP homeostasis is thus essential (Raker et al., 2016). Decreased and increased cAMP levels in immune cells generally produce pro- and anti-inflammatory effects, respectively (Bariagaber and Whalen 2003; Bodor et al., 2012; Lee et al., 2015; Peters-Golden 2009; Rueda et al., 2016). Extracellular stimuli perturb intracellular concentrations of cAMP and trigger signaling cascades. Such perturbations are often transient: after removal of the stimulus, cAMP concentrations return to basal levels even though cellular microdomains may be sites of cAMP action (Bock et al., 2020; Tsvetanova et al., 2021; Zhang et al., 2020). By contrast, chronic dosing with drugs can persistently alter cAMP concentrations. Antagonists of G_s_-coupled G protein-coupled receptors (GPCRs) and agonists of G_i_-coupled GPCRs decrease cellular cAMP concentrations and are used to treat disease settings that include hypertension, congestive heart failure, and chronic pain (Law et al., 2000; Pierre et al., 2009; Rehsia and Dhalla 2010). Decreased cellular cAMP as a result of certain mutations in the gene *Gnas* result in clinical disorders, including pseudohypoparathyroidism, Albright hereditary osteodystrophy, and progressive osseus heteroplasia. Expression of certain cyclic nucleotide phosphodiesterases (PDEs) can increase in response to treatment with cAMP-elevating drugs; however, prior work has not defined how cells compensate for decreased cAMP levels (D’Sa et al., 2002; Lee et al., 2002; Liu et al., 2000). We hypothesized that previously unrecognized mechanisms may mediate compensation for a reduction in cAMP concentration and thereby contribute to cellular homeostasis. Here, we used a primary cell model to test this hypothesis: bone marrow-derived dendritic cells (DCs) from CD11c^Δ*Gnas*^ (Δ*Gnas*) mice that have a depletion of Gα_s_, an essential subunit of heterotrimeric (αβγ) G_s_ proteins that stimulate adenylyl cyclase to convert ATP to cAMP and activate cellular cAMP signaling (Figure 1A, Supplementary Figure S1A) (Lee et al., 2015; Lee et al., 2020). Our studies identify a novel role for PDE4B as a key contributor to cellular cAMP homeostasis and regulator of functional activity in DCs.

**FIGURE 1:**
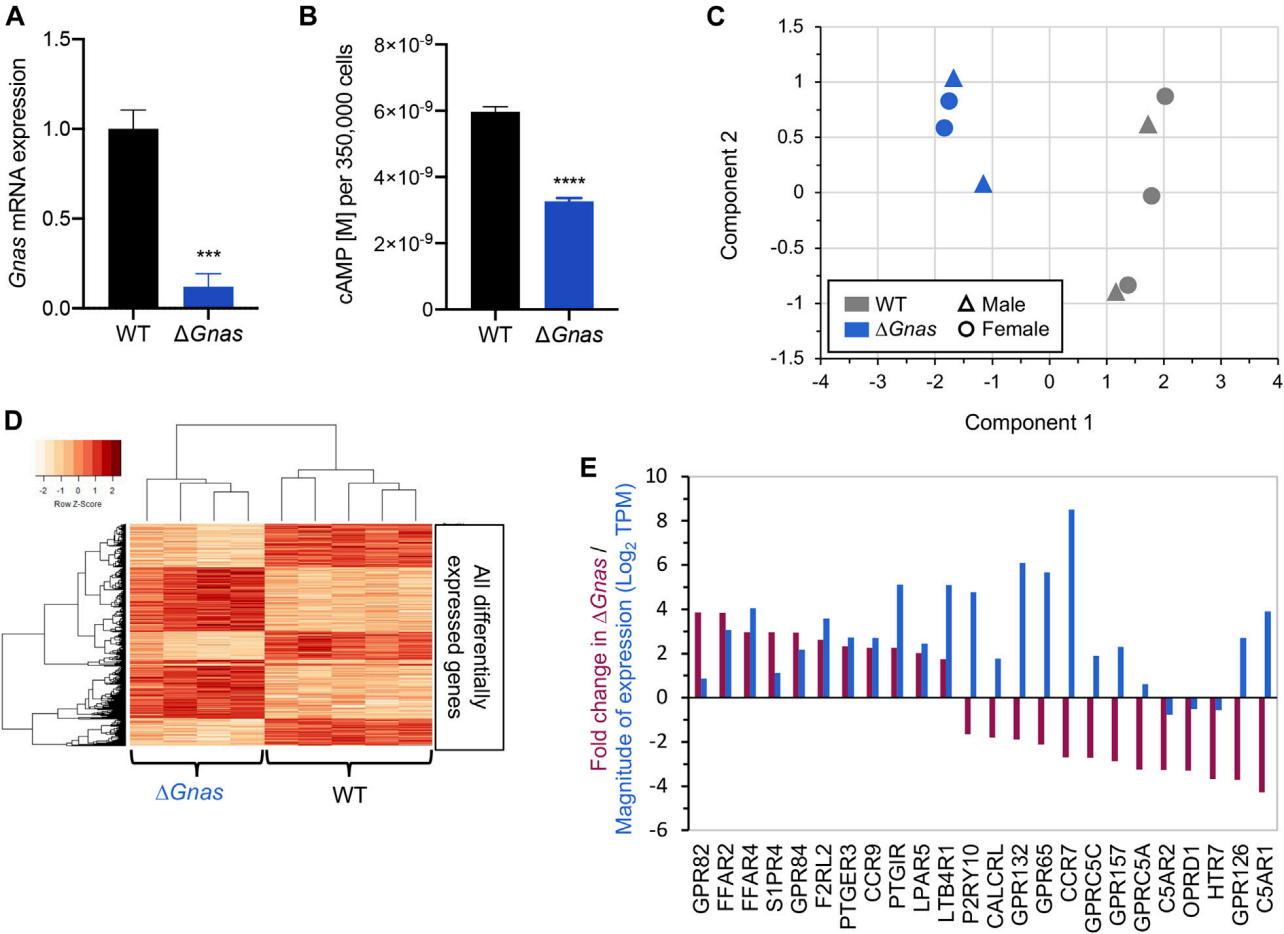
Δ*Gnas* DCs have decreased cAMP levels and associated changes in gene expression. **(A)** *Gnas* gene expression in wild-type (WT) and Δ*Gnas* DCs; *n* = 6, *p* < 0.001. **(B)** Basal cAMP levels in WT and Δ*Gnas* DCs; *n* = 5-6, *p* < 0.0001. **(C)** WT and Δ*Gnas* DC RNA-Seq samples as visualized in a Multidimensional Scaling (MDS) plot wherein a data set is analyzed to cluster the results into principal components (component 1 and component 2). These components explain the greatest degree of variance across the samples analyzed. The data show that WT and Δ*Gnas* DCs form two separate clusters based on gene expression. WT *n* = 5, Δ*Gnas n* = 4. **(D)** Heatmap of differentially expressed genes. Each column lists the gene expression from a single biological replicate. WT *n* = 5, Δ*Gnas n* = 4. **(E)** Fold-change (Purple) and level of expression (Blue) of differentially expressed GPCRs in Δ*Gnas* DCs compared to WT cells. WT *n* = 5, Δ*Gnas n* = 4, FDR< 0.05.

## Methods

### Animals

All animal procedures were approved by the University of California San Diego Institutional Animal Care and Use Committee (animal protocol S04173) and in accordance with the National Institutes of Health guide for the care and use of Laboratory animals. C57BL/6J mice and B6. Cg-Tg(TcraTcrb)425Cbn/J (OT-II) mice were purchased from the Jackson Laboratory. CD11c^Δ*Gnas*^ *(*Δ*Gnas)* mice were generated as described previously (Lee et al., 2015). DCs were isolated from both male and female mice for all experiments as RNA-Seq results did not indicate that samples clustered according to gender (Figure 1C).

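Within the genotypes, a grouping of the libraries by sex did not pass a test. Over pairs of libraries of the same genotype, the mean distance between libraries labelled male and female minus that within the sexes was -0.0873, averaged over the genotypes (one-sided exact permutation test of sex within each genotype, chosen after the data were seen, p = 0.9; the smallest p possible is 0.0333). The effect of *Gnas* deletion did not pass a test of a difference between the sexes for any gene. In edgeR, 0 of 11862 genes had an interaction of genotype and sex, against 172 at an unadjusted p under 0.05, and limma-voom gave 0 and 153. Both unadjusted counts lay below the share of 0.05 that chance alone would give, so the test was conservative. With 2 male and 2 female Δ*Gnas* libraries by label, 0 calls leave a difference between the sexes open. The levels of Y-linked genes, which only cells with a Y chromosome transcribe, differed from the label in 1 library. *Ddx3y*, a Y-linked RNA helicase, was at 23.9 to 41.9 TPM in the 4 libraries labelled male and at 0.0173 to 0.16 TPM in 4 of the 5 labelled female. WT replicate 7, labelled female, had 21.3 TPM of *Ddx3y* and 72.8 TPM of *Eif2s3y*, a Y-linked translation factor that was at 63.9 to 74.5 TPM in the libraries labelled male. Grouped by Y-linked genes, the difference was -0.0703 (same exact permutation test, p = 0.8). Without WT replicate 7, an alternative chosen after the data were seen, 0 genes passed the interaction in edgeR, against 175 at an unadjusted p under 0.05.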

### Bone Marrow-Derived Dendritic Cell (DC) Isolation

Mouse femurs and tibiae were cleaned of attached muscle and then briefly dipped in 70% ethanol. Bone marrow was collected by cutting the ends of the bones off with surgical scissors and flushing with 2% Fetal Bovine Serum (FBS, ThermoFisher Scientific, 16000044) in Phosphate Buffered Saline (PBS, ThermoFisher Scientific, 14040133). Cells were spun down at 1,220 rpm for 9 min at 4°C then passed through a 100 μm cell strainer (Corning, 431,752) and rinsed with RP10 media consisting of RPMI 1640 (ThermoFisher Scientific, 22400089) supplemented with 10% FBS (ThermoFisher Scientific, 16000044), 10% penicillin-streptomycin (ThermoFisher Scientific, 15140122), and 50 μM 2-Mercaptoethanol (Sigma Aldrich, M3148-100 ML). Cells were spun down at 1,220 rpm for 9 min at 4°C and then plated in Falcon Petri Dishes (Corning, 351,058) and cultured for 6 days at 5% CO_2_ in RP10 media with 10 ng/ml recombinant mouse Granulocyte-macrophage colony-stimulating factor (GM-CSF, ThermoFisher Scientific, 14833162). Cells were refed on day 4 of the culture with additional RP10 media and GM-CSF. On day 6, all the media and floating cells were removed and centrifuged at 1,220 rpm for 9 min at 4°C. CD11c^+^ DCs were then isolated using EasySep Mouse CD11c Positive Selection Kit II (StemCell Technologies, 18,780).

### Dendritic Cell-Induced T Cell Differentiation

Spleens from OT-II mice were removed and a single cell suspension of splenocytes was generated. Red blood cells were lysed using ACK Lysing Buffer (ThermoFisher Scientific, A1049201) before CD4^+^ T cells were isolated from this splenocyte population using EasySep Mouse CD4^+^ T cell Isolation Kit (StemCell Technologies, 19,852).

Isolated DCs were treated with 100 μg/ml ovalbumin (Sigma Aldrich, O1641) for 24 h and then co-cultured with 1 × 10^5^ isolated naïve OT-II CD4^+^ T cells in a 1:1 ratio for 3 days in RP10 media (see above formulation). CD4^+^ T cells were then removed from the culture and stimulated with 10 μg/ml plate-bound anti-CD3e antibody (clone 2c11) (BioXcell, BE0001-1) and 1 μg/ml anti-CD28 antibody (ThermoFisher Scientific, 16-0,289-81) for 24 h. Cytokine levels in the supernatant were assayed by ELISA (ThermoFisher Scientific, 88-7044-22 and 88-7371-22) per the manufacturer’s instructions.

To investigate the effects of PDE4 inhibitors on DC-induced T cell differentiation, WT or Δ*Gnas* DCs were isolated and then incubated with 100 μg/ml ovalbumin (Sigma Aldrich, O1641) and either 10 μM A33 (provided by Tetra Therapeutics, now commercially available at Tocris (Tocris, 6313)), 10 μM Ro 20-1724 (Sigma Aldrich, 557,502), or DMSO vehicle control for 24 h. DCs were then washed with RP10 media and co-cultured with OT-II CD4^+^ T cells. After 3 days, cytokine levels in the supernatant were assayed by ELISA.

### Cell Culture

DC2.4 cells were a kind gift from Kenneth Rock (cells first described in (Shen et al., 1997)). DC2.4 cells were cultured at 5% CO_2_ in RPMI 1640 (ThermoFisher Scientific, 21870076) supplemented with 10% FBS (ThermoFisher Scientific, 16000044), 2 mM L-glutamine (ThermoFisher Scientific, 25030081), 10% penicillin-streptomycin (ThermoFisher Scientific, 15140122), 1X NEAA (ThermoFisher Scientific, 11140050), 10 mM HEPES (ThermoFisher Scientific, 15630080), and 55 μM 2-Mercaptoethanol (Sigma Aldrich, M3148-100 ML).

WT and Kin^-^ S49 cells (Insel et al., 1975) were cultured in 10% CO_2_ in Dulbecco’s Modified Eagle Medium (DMEM) with 4.5 g/L glucose (ThermoFisher Scientific, 11960044) supplemented with 2 mM L-glutamine (ThermoFisher Scientific, 25030081), 10% heat-inactivated horse serum (Sigma Aldrich, H1138), 1 mM sodium pyruvate (ThermoFisher Scientific, 11360070), and 10 mM HEPES (ThermoFisher Scientific, 15630080). Cells were continuously maintained in logarithmic growth.

### Real-Time Quantitative PCR (qPCR)

DCs were isolated as stated above. For DCs that were treated with drugs, the cells were plated in a 24-well plate and cultured for the specified length of time at 5% CO_2_ in RPMI 1640 (ThermoFisher Scientific, 22400089) supplemented with 10% FBS (ThermoFisher Scientific, 16000044), 10% penicillin-streptomycin (ThermoFisher Scientific, 15140122), and 50 μM 2-Mercaptoethanol (Sigma Aldrich, M3148-100 ML). In different experiments, DCs were treated with Prostaglandin E_2_ (PGE_2_, Sigma Aldrich, P0409), CPT (8-(4-Chlorophenylthio)adenosine 3′,5′-cyclic monophosphate sodium salt; Sigma Aldrich, C3912), 6 MB (N6-Monobutyryladenosine 3′:5′-cyclic monophosphate sodium salt; Sigma Aldrich, M1380), 8 ME (8-(4-Chlorophenylthio)-2′-O-methyladenosine-3′, 5′-cyclic monophosphate, sodium salt; Axxora BLG-C041-05), MDL-12,330 A (Sigma Aldrich, M182), or vehicle control. After treatment, cells were washed 2x with DPBS before being lysed with RLT Buffer from the RNeasy Mini Kit (Qiagen, 74,104).

All RNA was isolated using RNeasy Mini Kit (Qiagen, 74,104) with on-column DNase digestion using RNase-Free DNase (Qiagen, 79,254). After isolation, 1 μg of RNA was converted into cDNA using iScript cDNA Synthesis Kit (Bio-Rad, 1708891). qPCR samples were run in triplicates on a Bio-Rad CFX Connect Real-Time PCR Detection System using PerfeCTa SYBR Green SuperMix (VWR, 101414-146) with 0.5 μM primers and 8 ng cDNA in a 20 μl reaction volume. dCt values were calculated by subtracting the Ct value for the housekeeping gene 18S from the Ct value of the gene being evaluated. A dCt <25 was used as the threshold of detection. Fold-change between two genes was calculated by formula 2^-^(^dCT^Gene 1 ^– dCt^Gene 2). Unless otherwise stated, data were normalized to WT or vehicle control.

Primers were designed with Primer-BLAST using thermodynamic oligo alignment and analyzed with Integrated DNA Technologies (IDT) OligoAnalyzer Tool to minimize self- and heterodimer tendencies for each primer set. Primer sequences are shown in Supplementary Table S3.

### RNA-Sequencing Analysis and Data Mining

Libraries for RNA-Sequencing (RNA-Seq) were prepared at the University of California San Diego Institute for Genomic Medicine Core Facility, using the Illumina Truseq stranded mRNA kit (Illumina, 20022371) per manufacturer’s protocols. Libraries were sequenced using a NovaSeq 6000 sequencing system (Illumina) as per manufacturer’s protocols, with 150 base pair, paired-end reads, at the University of California, San Francisco Center for Advanced Technology core facility.

Following sequencing, FASTQ files were analyzed as follows. First, files were inspected for sequencing quality using FASTQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/). All files cleared standard quality assessment, with no quality trimming or other steps needed, apart from removal of adapters. Adapters were trimmed using BBDuk, using standard commands (jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/bbduk-guide/) and removing sequences corresponding to known Illumina adapters, yielding cleaned-up FASTQ files, which were rechecked via FASTQC to verify adapter removal.

From these files, we quantified gene expression via Kallisto (v0.43.1) with bias detection on (Bray et al., 2016), using the Ensembl v79 reference transcriptome for mice. Transcript expression from Kallisto was converted to gene-level expression (in transcripts per million [TPM] and estimated counts) via the Tximport package (Soneson et al., 2015) in R, using standard commands in the Tximport vignette. Estimated counts were used as input to the edgeR package (Robinson et al., 2010) in R, counts were normalized using the “TMM” method (trimmed mean of M-values), followed by assessment of differential expression (DE), via the inbuilt “exact test” method in edgeR. Low expressed genes (i.e., those not expressed >1 count per million in at least three samples) were filtered out prior to DE analysis. Genes with false discovery rate (FDR) < 0.05 were considered to have statistically significant DE. RNA-Seq data of WT and Δ*Gnas* DCs were deposited in NCBI’s Gene Expression Omnibus under accession number GSE158783.

Single-cell RNA-Seq (scRNA-Seq) analysis of WT CD11c^+^/ CD45.1^+^/CD45.2^+^ DCs from mouse lungs were obtained from GEO, accession number GSE149617 (PMID 32392463). Processed data from 10x scRNA-Seq of these cells were available from GEO, with filtered UMIs (unique molecular identifiers) stored as h5 files. These h5 files were analyzed in R, via Seurat (PMID: 31178118). In brief, files were converted to Seurat objects in R, followed by normalization using relative counts, with a scale factor = 10,000. These normalized counts were used as input for Supplementary Figure S2A which shows expression for PDEs. In addition, the data were rescaled using the SCtransform tool within Seurat, followed by dimension reduction via UMAP (Uniform Manifold Approximation and Projection) using 30 dimensions. The UMAP reduced data were then plotted using the FeaturePlot tool in Seurat to show the spatial variation of PDE expression in the DC population analyzed in Supplementary Figure S2B.

Data from RNA-Seq analysis of human epidermal dendritic cells were obtained from GEO, accession number GSE130804 (Bertram et al., 2019). Processed data in gene-level counts were available from GEO; these data were analyzed via edgeR (Robinson et al., 2010), allowing for expression to be normalized via the TMM method (as above) and expressed in counts per million (CPM). Expression for PDEs was extracted from these normalized data in CPM and plotted in Figure S2C. This dataset had *n* = 4 donors with four replicates of CD11c^+^ DC samples sequenced from each donor, yielding n = 16 samples.

### Cyclic AMP Assay

Isolated CD11c^+^ DCs were seeded at 350,000 cells/well in a white bottom, white walled 96-well plate (Millipore Sigma, M0187) and cultured overnight in RP10 media at 37°C, 5% CO_2_. To assay basal cAMP levels, media was removed and the assay performed on the cells attached to the bottom of the wells so as to only measure intracellular cAMP. Intracellular cAMP levels were then assayed by the HitHunter cAMP Assay for Biologics (DiscoverX, 90-0075LM25) per the manufacturer’s instructions.

### Western Blot

Isolated CD11c^+^ DCs were washed twice with PBS and re-suspended in RIPA buffer (Cell Signaling Technology, 9806S) with 1X protease inhibitor cocktail (Sigma Aldrich, P8340-1 ML) and 1X phosphatase inhibitor cocktail (PhosSTOP, Sigma Aldrich, 4906845001). Samples were sonicated 3X and then centrifuged at max speed for 15 min at 4°C. Supernatants were removed and stored at −70°C. Protein was quantified by Pierce BCA Protein Assay Kit (ThermoFisher Scientific 23,225). Samples were mixed with 4x Laemmli Sample Buffer (Bio-Rad, 1610747) with 2-mercaptoethanol and boiled at 95°C for 10 min. 20 μg of protein was loaded on a 12% Criterion TGX Precast Protein Gel (Bio-Rad, 5671043) and run using Bio-Rad Criterion Vertical Electrophoresis Cell on 85 V for 10 min, and then 15 W, max amp, 200 V for 45 min. Precision Plus Protein Kaleidoscope Prestained Protein Standards (Bio-Rad, 1610375) was used for the ladder. Membranes were activated in methanol and blots were transferred with Bio-Rad Criterion Blotter (100 V for 45 min). Membranes were blocked in 5% milk/1X TBST (Cell Signaling Technology, 9997S) at room temperature and incubated with primary rabbit anti-GNAS antibody (Abcam, ab83735; 1:500 dilution) in 2.5% milk/TBST at 4°C overnight on a shaker. Blots were then washed with 1X TBST, incubated with secondary anti-Rabbit-HRP (Cell Signaling, 70,745; 1:5000 dilution) in 2.5% milk/TBST for 1 h at room temperature on a shaker, washed with TBST, and then visualized using 1 ml of ECL Ultra chemiluminescent reagent (Lumigen, TMA-6) on a Fluorchem HD2 imaging system, using Alphaview 3.4.0.0 software.

Blots were then stripped with Restore Western Blot Stripping Buffer (ThermoFisher Scientific, 21,059), washed, blocked with 5% milk/1X TBST, and re-incubated with goat anti-β-tubulin antibody (Abcam, ab21057; 1 μg/ml) in 2.5% milk/TBST at 4°C overnight on a shaker. Blots were then washed with 1X TBST, incubated with secondary anti-Goat-HRP antibody (Abcam, ab6013; 1:5000 dilution) for 1 h at room temperature on a shaker, washed with TBST, and then visualized. Afterwards, they were stripped (ThermoFisher Scientific, 21,059) per manufacturer’s instructions, washed, blocked with 5% milk/1X TBST, and re-incubated with mouse anti-PDE4B antibody (LSBio, LS-B11018; 1:500 dilution) in 2.5% milk/TBST at 4°C overnight on a shaker. Blots were then washed with 1X TBST, incubated with secondary anti-mouse-HRP antibody (Cell Signaling, 70,765; 1:3,000 dilution) for 1 h at room temp on a shaker, washed with TBST, and visualized. ImageJ was used to analyze densitometry.

### Phosphodiesterase (PDE) Activity Assay

PDE activity was measured using Cyclic Nucleotide phosphodiesterase Assay Kit (Enzo Life Sciences, BML-AK800-0,001). Isolated CD11c^+^ DCs were resuspended in the PDE Assay Buffer and 1X protease inhibitor cocktail (Sigma Aldrich, P8340-1 ML) and sonicated. Samples were then centrifuged at 10,000 rpm for 10 min at 4°C. Lysates were removed and desalted per the manufacturer’s instructions before being stored at −70°C. Protein was quantified by Pierce BCA Protein Assay Kit (ThermoFisher Scientific, 23,225). PDE activity in 2.5 μg protein was assayed per the manufacturer’s instructions.

### Statistical Analysis

Data were analyzed with Prism 8.0 software (GraphPad Software, La Jolla, CA) and are presented as mean ± SEM. Statistical analysis was done using two-way ANOVA with Sidak’s multiple comparisons test to correct for multiple comparisons. Unpaired t tests were used to determine statistical significance when comparing two groups. A value of *p* < 0.05 was considered statistically significant.

## Results

Δ*Gnas* mice, generated by crossing *Gnas* ^fl/fl^ mice with CD11c-Cre mice, have reduced basal cAMP levels (Figure 1B) and cAMP accumulation in response to stimulation with G_s_-coupled GPCR agonists and forskolin (Lee et al., 2015). The small amount of *Gnas* present in Δ*Gnas* DCs (Figure 1A) is due to the leakiness of CD11c-Cre (Lee et al., 2015). Δ*Gnas* DCs thus have persistent, low cAMP concentrations and provide a primary cell model to investigate compensation for chronically decreased cAMP levels. RNA-Seq of WT and Δ*Gnas* DCs revealed that WT and Δ*Gnas* DCs cluster separately from one another (Figure 1C). 

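DCs were grown for 6 days from the bone marrow of WT and Δ*Gnas* mice with granulocyte-macrophage colony-stimulating factor (10 ng/ml) and were selected for CD11c, an integrin of DCs. RNA-Seq was performed on 5 WT cultures, replicates 3 to 7, and on 4 Δ*Gnas* cultures, replicates 3, 4, 6 and 7, which the paper describes as biological replicates. By their labels, 2 WT and 2 Δ*Gnas* cultures came from male mice and 3 WT and 2 Δ*Gnas* cultures from female mice. The authors trimmed the reads with BBDuk, assigned them to the transcripts of Ensembl 79 with Kallisto 0.43.1, summed the transcripts of each gene with tximport, and deposited a TPM value and an estimated count per gene and culture. The estimated counts summed to 34252701 to 49427934 per WT library (median 45019679) and to 37861469 to 49072920 per Δ*Gnas* library (median 41521381.5). Within each library the estimated count was the TPM value multiplied by a single factor, between 34.3 and 49.4, so that the counts carried no gene length. The counts were rounded to whole numbers and scaled by TMM, with factors of 0.825 to 1.21. The 11862 genes with over 1 CPM in at least 3 libraries were compared by edgeR's quasi-likelihood test, and changed here means an adjusted p (Benjamini-Hochberg) under 0.05. Mitochondrially encoded transcripts and their nuclear copies held 2.35% of the TPM in WT replicate 3 and 9.58 to 12.8% in the other 8 libraries. Kallisto divides a read that fits several transcripts among them, so values of pseudogenes and near-identical copies may hold reads of their parent genes.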

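The 9 libraries separated by genotype. On the first dimension of a multidimensional scaling, which orders the libraries by their leading differences in log2 CPM, WT DCs lay between -1.78 and -1.06 and Δ*Gnas* DCs between 1.31 and 2.04. This dimension held 44.3% of the variance and the second 13.0%. The distance between libraries, the root mean square of the 500 largest log2 differences of each pair, averaged 4.19 between the genotypes, 3.11 among WT libraries and 2.80 among Δ*Gnas* libraries. The mean distance between genotypes exceeded the mean distance within them by 1.19, and each of the other splits of the libraries into 5 and 4 gave 0.858 or less (one-sided exact permutation test over all splits, p = 0.00794, the smallest p possible). Δ*Gnas* replicate 3 lay nearest to the WT libraries, at a mean distance of 3.91 against 4.22 to 4.35 for the other Δ*Gnas* libraries. Leaving out each library in turn gave a difference of 1.06 to 1.34. In every Δ*Gnas* library *Gnas* lay between 48.0 and 63.6 TPM, below the lowest WT library, at 404 TPM.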

Differentially expressed genes of WT and Δ*Gnas* DCs form distinct groups, and groups of co-regulated genes form a consistent pattern between the two genotypes (Figure 1D).

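In Δ*Gnas* DCs, 19 of 24 cell cycle genes and 10 of 22 genes of cholesterol synthesis were higher, and 5 of 19 targets of CREB and cAMP, 4 of 24 genes of DC maturation and migration and 7 of 14 macrophage markers were lower. As whole lists, none passed limma's camera, which compares a list with all other genes, when the correlation between genes was estimated (adjusted p of 0.0907 to 0.356 for the 8 lists that passed with a preset correlation of 0.01). Of 11862 genes tested, 642 were higher and 492 lower, and 339 of the higher and 253 of the lower genes changed over 2-fold. The values of the genotypes did not overlap for 986 of the changed genes, and for 1416 of all genes, against 1.59% of genes by chance. The lists of genes described here were fixed before the data were examined. No cell cycle gene was lower (22 were higher when adjusted over the list alone), and the higher ones included the cyclin *Ccna2* (log2 fold change 1.44, SE 0.17, adjusted p = 0.00157 from edgeR), the spindle factor *Tpx2* (1.28), the ribonucleotide reductase subunit *Rrm2* (1.42) and the replicative helicase subunit *Mcm5* (0.92). Camera gave the list an adjusted p of 3.0e-18 with the preset correlation and 0.198 with the correlation estimated. The higher genes of cholesterol synthesis (14 when adjusted over the list alone) included the sterol dehydrogenase *Nsdhl* (1.10), squalene epoxidase *Sqle* (0.81) and squalene synthase *Fdft1* (0.74), with camera adjusted p-values of 6.5e-09 preset and 0.198 estimated. The 5 lower targets of CREB and cAMP (6 when adjusted over the list alone), with none higher, were *Pde4b* and *Pde4d*, which the paper reports as lower, thrombospondin *Thbs1* (-2.75), the cAMP-inducible repressor *Crem* (-1.89) and the growth factor *Vegfa* (-1.51). The camera adjusted p was 2.9e-07 preset and 0.198 estimated. The 4 lower genes of DC maturation and migration (5 when adjusted over the list alone) were *Serpinb6b* (-2.14), *Ccr7*, the costimulatory *Cd86* (-0.99) and the checkpoint ligand *Cd274* (-0.58). Camera gave adjusted p-values of 2.2e-07 preset and 0.356 estimated. The 7 lower macrophage markers (8 when adjusted over the list alone) included the complement components *C1qb* (-3.26) and *C1qc* (-2.26) and the Fc receptor *Fcgr1* (-1.32), with adjusted p-values of 1.3e-05 preset and 0.198 estimated. Eosinophil markers were higher for 2 of 5 tested genes (2 when adjusted over the list alone), the ribonuclease *Ear1* (5.28), which was at 0.669 to 2.67 TPM in WT and may share reads with *Ear2*, and the lectin *Siglecf* (2.18), with adjusted p-values of 1.5e-05 preset and 0.0907 estimated. Of 13 genes of antigen presentation by MHC class II, *H2-Ob* (1.55) and *H2-Ab1* (0.44) were higher (6 when adjusted over the list alone; adjusted p of 0.000737 preset and 0.186 estimated). Of 21 tested genes of eicosanoid synthesis and receptors, the prostacyclin receptor *Ptgir* (1.17) and the prostaglandin E synthase *Ptges2* (0.48) were higher (5 when adjusted over the list alone; adjusted p of 0.00426 preset and 0.198 estimated). DC markers changed in both directions. *Itgax*, which encodes CD11c (1.09), *Cd24a* (0.97) and *Sirpa* (0.44) were higher and the transcription factor *Zbtb46* (-0.80) was lower, of 13 tested (4 higher and 2 lower when adjusted over the list alone; camera adjusted p of 0.755 preset and 0.905 estimated). *C1qb* and *C1qc* lie on chromosome 4 near a region dense in changed genes, and *Cd274*, *Cd86*, *Ccr7*, *H2-Ab1*, *Ptges2*, *Itgax*, *Sirpa* and *Zbtb46* were no longer called when certain single libraries were left out. Without Δ*Gnas* replicate 3 the changes were -3.95 for *C1qb*, -2.97 for *C1qc* and 4.70 for *Ear1*.

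**Figure D1:**
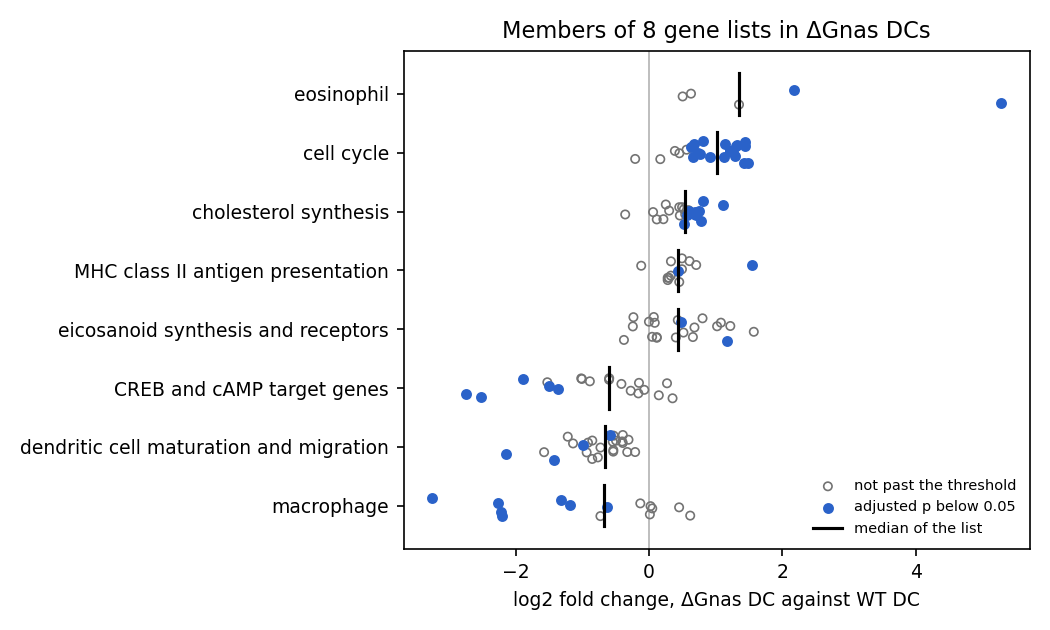
Log2 fold change of Δ*Gnas* against WT DCs (horizontal axis) for each tested member of 8 gene lists. Filled points have an adjusted p under 0.05, open points do not, and the bar marks the median of each list, from -0.68 for macrophage markers to 1.35 for eosinophil markers.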

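Among the largest falls in Δ*Gnas* DCs were the mucin-like *Mucl1* (log2 fold change -9.17), *Ramp3*, an accessory protein of the calcitonin receptor-like receptor (-4.04; 170 ± 71.8 TPM in WT, SD, n = 5, and 10.1 ± 2.93 TPM in Δ*Gnas* DCs, SD, n = 4), *Cep85* (-3.77), the protease *Htra1* (-3.74), *Akr1e1* (-3.68), the ubiquitin hydrolase *Uchl1* (-3.56), *Gm13245* (-3.10), in a region of chromosome 4 dense in changed genes, *Spint1* (-2.88) and the transcription factor *Stat4* (-2.66). Of the 12 largest rises, 2 were immunoglobulin segments, *Ighg2b* (7.25) and *Ighg1* (6.40), and 9 were pseudogenes or near copies of expressed genes that may hold their reads: *Eno1b* (7.00), *Gm8730* (6.95), *BC002163* (6.86), *Gm8615* (6.35) and *Gm10243*, *Rpl35a-ps2*, *Rpl35a-ps3*, *Rpl35a-ps4* and *Rpl35a-ps6*, whose values were identical (6.42). The other was the pseudogene *Ear-ps2* (7.51), whose nearest parent *Ear10* had a mean of 0.0145 TPM in WT and 0.586 TPM in Δ*Gnas* DCs. Single libraries set the size of several of these folds. *Ighg2b* reached 74.1 CPM in Δ*Gnas* replicate 6, and without it the rises of *Ighg2b* and *Ighg1* were 5.11 and 5.65; limma-voom called neither (adjusted p = 0.219 and 0.125). Without WT replicate 3 the other WT libraries had at most 0.442 TPM of each of the 10 copies and pseudogenes, and the rises were 15.12 for *Ear-ps2*, 14.87 for *BC002163*, 11.84 for *Gm8615*, 11.43 for *Eno1b*, 10.14 for *Gm8730* and 9.19 for *Gm10243* and the *Rpl35a* pseudogenes, so that their size is not fixed by the data. Without Δ*Gnas* replicate 3 the falls of *Mucl1*, *Spint1* and *Stat4* were -10.83, -3.68 and -3.49. The number of changed genes was 839 without WT replicate 3, which stands apart in its mitochondrial share, 519 without Δ*Gnas* replicate 7, 580 without replicate 4, 611 without replicate 6, 655 without WT replicate 4, and 1769 (952 higher, 817 lower) by DESeq2.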

To assess for compensatory changes, we used RNA-Seq and qPCR to evaluate upstream and downstream components of the cAMP signaling pathway. We found that WT and Δ*Gnas* DCs express a similar number of GPCRs (Supplementary Tables S1,S2), with G_i_-linked GPCRs being the largest group of GPCRs (Supplementary Figures S1B,C). 

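WT DCs expressed 132 ± 6.65 GPCRs (SD, n = 5) and Δ*Gnas* DCs 139.5 ± 3.87 (SD, n = 4) at 0.2 TPM or more, of 366 receptors found among the measured genes (two-sided exact permutation test, p = 0.103, and 0.204 adjusted over 10 comparisons of receptor counts). Receptors that couple to G_i_ were the largest group of known coupling in each of the 9 libraries, with 46.4 ± 1.14 in WT and 48.5 ± 1.91 in Δ*Gnas* DCs (p = 0.0873 from the same exact test). The count of G_q/11_-coupled receptors was 26 ± 1.87 in WT and 28.3 ± 1.5 in Δ*Gnas* DCs, of G_s_-coupled receptors 15 ± 1.41 and 15.5 ± 0.577, and of G_12/13_-coupled receptors 9.4 ± 0.894 and 10.5 ± 0.577, where a receptor with several couplings counts in each. Receptors of unknown coupling were more numerous, with 51 ± 3.16 and 54.3 ± 1.71. The receptor list itself, written before the data were examined, held 111 receptors for G_i_, 89 for G_q/11_, 53 for G_s_, 13 for G_12/13_ and 133 of unknown coupling. The groups had the same order in the list, so their order here is not independent evidence on which group is largest. By the mean TPM of each genotype, 125 receptors were expressed in both genotypes, out of 144 expressed in either. A p that misses the threshold leaves a difference of this size open.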

Twenty GPCRs had >2-fold increased or decreased expression in Δ*Gnas* DCs (FDR< 0.05) (Figure 1E). Seven of these decreased GPCRs couple to G_i_ (*S1PR4*, *GPR84*, *PTGER3*, *CCR9*, *CCR7*, *OPRD1*, *C5AR1*) and are predicted to inhibit adenylyl cyclase activity and might contribute to compensation for decreased cAMP levels by blunting further decrease of cAMP. 

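Δ*Gnas* DCs had 14 GPCRs that changed over 2-fold, of 100 tested: 6 were higher and 8 lower. The largest rises were in *Gpr82* (log2 fold change 1.97, SE 0.45, adjusted p = 0.0250 from edgeR) and the fatty acid receptor *Ffar4* (1.57; 5.60 ± 0.897 CPM in WT, SD, n = 5, and 16.5 ± 2.71 CPM in Δ*Gnas* DCs, SD, n = 4). The prostacyclin receptor was 2.26-fold and the lysophosphatidic acid receptor *Lpar5* 2.02-fold higher. The largest falls were in the complement receptor *C5ar1* (-2.10, SE 0.42, adjusted p = 0.0135), *Gpr126* (-1.90), the serotonin receptor *Htr7* (-1.88), *Oprd1* (-1.72) and the second complement receptor *C5ar2* (-1.71), followed by *Gpr157* (-1.52), *Ccr7* (-1.43) and the proton sensor *Gpr65* (-1.09). The other receptors higher over 2-fold were *Gpr84* (1.56) and *S1pr4* (1.56). In all, 19 receptors changed, 7 higher and 12 lower, and 26 changed when adjusted over the list alone, 17 of them over 2-fold. Of the 24 receptors in Figure 1E, which are not independent of these libraries, all 24 differed in the direction shown there, 20 of them over 2-fold, and 17 were called. *P2ry1* (0.72) and *Lpar6* (-0.46), named after their values were seen, also changed. *Gpr157* lies in a region of chromosome 4 dense in changed genes. The number changed over 2-fold was 9 without WT replicate 3, 5 without Δ*Gnas* replicate 4, 6 without Δ*Gnas* replicate 6, 5 without Δ*Gnas* replicate 7, and 6 with a filter of over 5 CPM, which leaves out receptors of low expression. It was 17 without Δ*Gnas* replicate 3, 19 by edgeR's exact test, 21 by DESeq2 and 24 (14 higher, 10 lower) with counts rescaled by transcript length, an alternative chosen after the data were seen.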

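Of the 7 G_i_-coupled receptors, the chemokine receptor *Ccr7*, the opioid receptor *Oprd1* and the complement receptor *C5ar1* were lower in Δ*Gnas* DCs, and the sphingosine-1-phosphate receptor *S1pr4* and the medium-chain fatty acid receptor *Gpr84* were higher. *Ccr7* was the most abundant, with 954 ± 175 CPM in WT (SD, n = 5) and 355 ± 245 CPM in Δ*Gnas* DCs (SD, n = 4; adjusted p = 0.0500 from edgeR, just under the threshold). *C5ar1* was at 63.9 ± 33.8 CPM in WT and 14.9 ± 3.85 CPM in Δ*Gnas* DCs and *Oprd1* at 2.26 ± 1.22 and 0.686 ± 0.234 CPM. *Gpr84* was at 1.53 ± 0.876 CPM in WT and 4.50 ± 1.22 CPM in Δ*Gnas* DCs (adjusted p = 0.0452) and *S1pr4* at 0.763 ± 0.226 and 2.24 ± 1.37 CPM (adjusted p = 0.0479). *Ccr9* (2.89 ± 1.69 and 6.51 ± 2.21 CPM, log2 fold change 1.18, adjusted p = 0.0976) and the prostaglandin receptor *Ptger3* (2.90 ± 1.11 and 6.75 ± 5.09 CPM, 1.22, adjusted p = 0.127) did not pass the test. The call of *C5ar1* held in 22 of 22 alternative settings, that of *Ccr7* in 10 of 22, of *Oprd1* in 11 of 21, of *Gpr84* in 11 of 21 and of *S1pr4* in 8 of 18, and each of the latter 4 lost its call without certain single libraries. The paper predicts that these receptors inhibit adenylyl cyclase and proposes that their decrease might contribute to compensation by blunting a further fall of cAMP. Here only *Ccr7*, *Oprd1* and *C5ar1* were lower. The values of *S1pr4*, *Gpr84*, *Ccr9* and *Ptger3* were higher, opposite to the decrease on which that proposal rests. An effect of any of the 7 receptors on cAMP was not tested here.

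**Figure D2:**
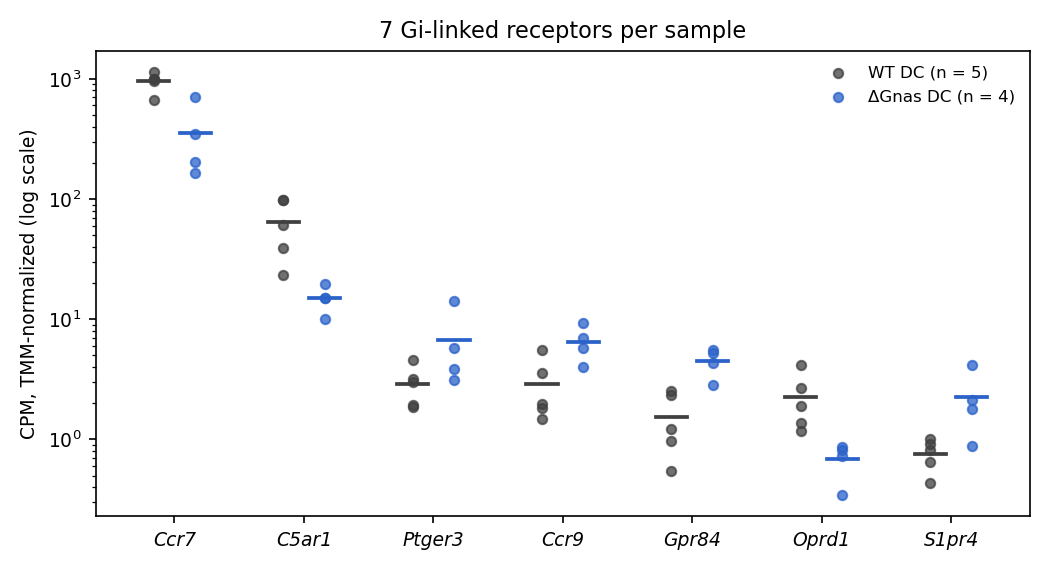
TMM-normalized CPM (vertical axis, log scale) of 7 G_i_-coupled receptors in each WT (n = 5) and Δ*Gnas* (n = 4) library. Points are libraries and bars are means, from 954 CPM for *Ccr7* in WT to 0.686 CPM for *Oprd1* in Δ*Gnas* DCs.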

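Of 9 Gα genes tested, *Gnas* was lower and *Gna15*, which encodes a G_q_-class subunit, was higher in Δ*Gnas* DCs (2 changed also when adjusted over the families of the cAMP pathway alone). *Gna15* was at 19.4 ± 1.22 TPM in WT (SD, n = 5) and 36.4 ± 12.2 TPM in Δ*Gnas* DCs (SD, n = 4), a log2 fold change of 0.93 (SE 0.23, adjusted p = 0.0319 from edgeR). The G_i_ subunit *Gnai2* was at 436 ± 56.4 TPM in WT and 508 ± 26.0 TPM in Δ*Gnas* DCs (0.24, adjusted p = 0.232). *Gnai3* (-0.03), *Gnaq* (-0.11), *Gna11* (-0.26), *Gna12* (0.08), *Gna13* (-0.32) and *Gnal* (0.15) did not pass the test either. The 4 Gα genes too low to be tested had at most 0.443 TPM in any library. The call of *Gna15* held by edgeR's exact test (adjusted p = 0.00250), by DESeq2 (adjusted p = 0.00199), with sex as a covariate and without Δ*Gnas* replicate 3, but not by limma-voom (adjusted p = 0.0525) or without any other single library (adjusted p of 0.0509 to 0.0753).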

Expression of Gα proteins (other than Gα_s_) and adenylyl cyclase isoforms were not significantly different in Δ*Gnas* DCs (Supplementary Figures S1D–H).

cAMP primarily mediates its effects via protein kinase A (PKA) and exchange protein directly activated by cAMP (Epac). The two Epac genes, *EPAC1* and *EPAC2,* were not detectable, implicating PKA as the mediator of cAMP signaling in murine DCs. Δ*Gnas* DCs had >55% reduction in *PRKAR2B* mRNA which encodes the PKA regulatory subunit RIIβ, suggesting possible feedback between decreased cAMP concentration and its expression (Figure 2A, Supplementary Figure S1I). However, elevation in cAMP levels did not increase PKA RIIβ expression in Δ*Gnas* DCs treated for 24 h with CPT (a non-selective cAMP analog), 6MB (a PKA-selective cAMP analog), and 8ME (an Epac-selective cAMP analog) (Figure 2B). A-kinase anchoring proteins (AKAPs) are scaffolds that tether protein complexes with PKA in subcellular regions (Esseltine and Scott 2013). Expression of the 14 murine AKAPs was unaltered in Δ*Gnas* DCs (Supplementary Figures S1J,K).

**FIGURE 2:**
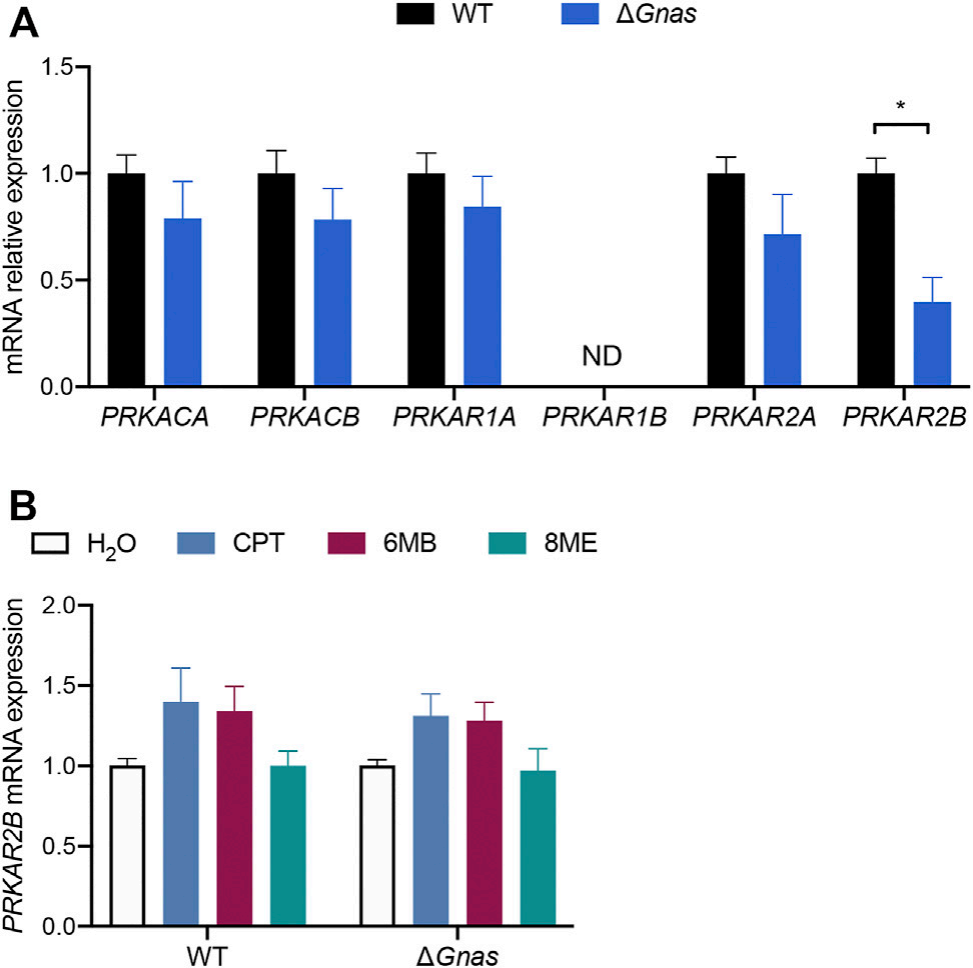
Δ*Gnas* DCs have decreased expression of *PRKAR2B,* whose expression is insensitive to increases in cAMP levels. **(A)** Protein kinase A (PKA) subunit expression in WT and Δ*Gnas* DCs; n = 5, *p* < 0.05. **(B)** *PRKAR2B* expression in WT and Δ*Gnas* DCs after treatment with the cAMP analogs CPT (non-selective), 6MB (PKA-selective), and 8ME (Epac-selective), (each 50 μM, 24 h); *n* = 3, data are not statistically significant.

Cyclic AMP is removed from cells via efflux by the multidrug resistance-associated protein 4 (MRP4/ABCC4) transporter and via hydrolysis by PDEs. *MRP4* expression was not changed in Δ*Gnas* DCs (Supplementary Figures S1L,M). Assessment of the 21 murine PDEs revealed that PDE4B is the predominant isoform in WT and Δ*Gnas* DCs and that PDE4B is expressed many-fold higher than other PDE isoforms (Figures 3A,B). Single cell RNA-Seq data of mouse lung DCs (Bosteels et al., 2020) (Supplementary Figures S2A,B) and bulk RNA-Seq data of human epidermal DCs (Bertram et al., 2019) (Supplementary Figure S2C) confirm that PDE4B is the highest expressed PDE isoform in both murine tissue-resident and human DCs. We found that Δ*Gnas* DCs have decreased expression of 2 PDEs: *PDE4B* is reduced >50% and *PDE4D* is reduced 60% compared to WT cells (Figure 3C). Since *PDE4B* is predominant in DCs and 20-fold higher expressed than *PDE4D*, our subsequent studies focused on PDE4B. Δ*Gnas* DCs also had reduced PDE4B protein expression and decreased overall PDE activity, consistent with the prominent expression of *PDE4B* mRNA in DCs (Figures 3D–F). RNA-Seq data revealed that murine DCs express 4 PDE4B transcripts; the 2 longest transcripts account for >85% of *PDE4B* expression in both WT and Δ*Gnas* DCs with no differences between genotypes in the prevalence of transcript variants (Supplementary Figures S2D-F).

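Expression of *Pde4b*, summed over its transcripts, was lower in Δ*Gnas* DCs. It was 152 ± 33.0 TPM (SD, n = 5) in WT and 58.6 ± 19.4 TPM (SD, n = 4) in Δ*Gnas* DCs, 61.3% lower by the fitted fold change (log2 fold change -1.37, SE 0.24, adjusted p = 0.00879 from edgeR). The WT libraries ranged from 99.1 to 183 TPM and the Δ*Gnas* libraries from 31.2 to 76.9 TPM, without overlap. The gene lies on chromosome 4 of GRCm38 from 102087543 to 102607259. Among its coding transcripts in the GENCODE annotation, *Pde4b-207* has 15 exons and 4304 nucleotides, *Pde4b-208* has 17 exons and 3020 nucleotides, and *Pde4b-203* and *Pde4b-202* have 2756 and 2465 nucleotides. The deposited values are sums per gene, and the prevalence of the transcripts was not analysed here.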

**FIGURE 3:**
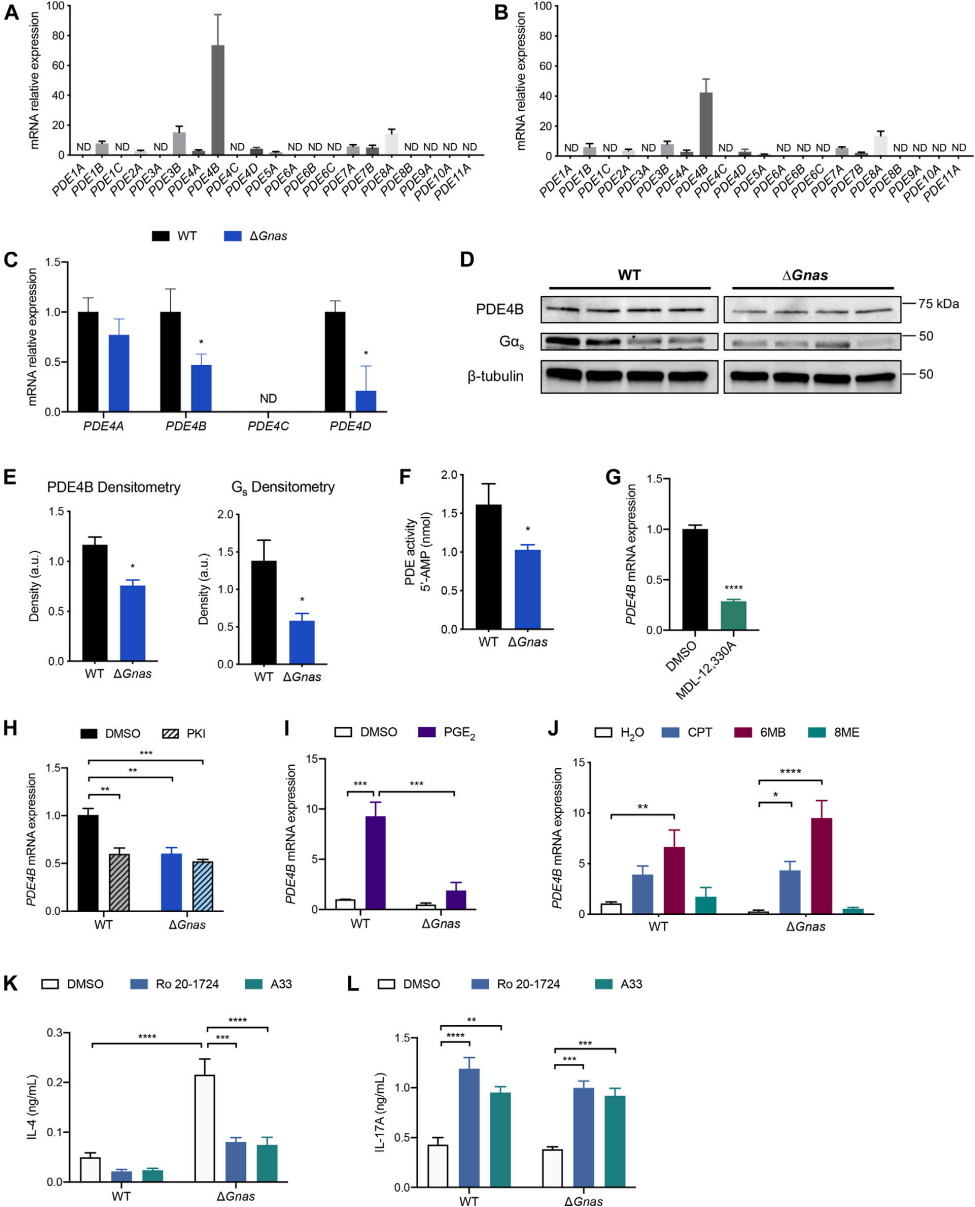
PDE4B expression regulates cAMP levels and PDE4B inhibition decreases Th2 differentiation and increases Th17 differentiation in DCs. **(A**,**B)** Expression profile of PDE mRNA expression in **(A)** WT DCs; *n* = 7 and **(B)** Δ*Gnas* DCs; *n* = 6. ND = not detected; data normalized to lowest-expressing detectable gene. **(C)** PDE4 isoform fold change in Δ*Gnas* DCs compared to WT cells; *n* = 5–6. **(D)** Western blots and **(E)** densitometry of Gα_s_ and PDE4B protein expression in WT and Δ*Gnas* DCs; *n* = 4. **(F)** PDE activity in WT and Δ*Gnas* DCs; *n* = 5–6. **(G)** *PDE4B* expression after treatment of WT DCs with the adenylyl cyclase inhibitor MDL-12,330A (10μM, 16 h); *n* = 3. **(H)** *PDE4B* expression in WT and Δ*Gnas* DCs treated with a PKA inhibitor (PKI, 10 μM) for 24 h; *n* = 4. Data normalized to WT DMSO control. **(I**,**J)** Fold change in *PDE4B* expression after treatment of WT and Δ*Gnas* DCs with **(I)** PGE_2_ (10μM, 24 h); n = 2-4, and **(J)** cAMP analogs CPT (non-selective, 50 μM, 24 h), 6MB (PKA-selective, 50 μM), and 8ME (Epac-selective, 50 μM) for 24 h; *n* = 3–5. Data normalized to WT vehicle control. **(K,L)** WT and Δ*Gnas* DCs were treated with DMSO (vehicle control), Ro 20-1724 (pan-PDE4 inhibitor, 10 μM), or A33 (PDE4B-selective inhibitor, 10 μM) for 24 h before culturing with CD4^+^ OT-II T cells. **(K)** IL-4 secretion and **(L)** IL-17 A secretion from co-cultured T cells was quantified; *n* = 4. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Decreased cAMP in WT DCs in response to treatment with the adenylyl cyclase inhibitor MDL-12,330A lowered *PDE4B* mRNA expression, demonstrating that reduced *PDE4B* expression in Δ*Gnas* DCs stems from the decrease in cAMP and not from depletion of Gα_s_ (Figure 3G, Supplementary Figure S3A). Treatment of WT DCs for 24 h with PKI, an endogenous PKA inhibitor, reduced *PDE4B* mRNA, implying that PKA mediates the decrease in PDE4B expression (Figure 3H). To test if reduced PKA activation decreases *PDE4B* levels in other cell types, we assessed its expression in WT and Kin^-^ S49 T lymphoma cells. Kin^-^ S49 cells, which lack PKA activity but have functional Gα_s_ (Orellana and McKnight 1990), have an 80% decrease in *PDE4B* expression compared to WT S49 cells, consistent with the findings in Δ*Gnas* DCs (Supplementary Figure S3B).

To determine if PDE4B expression is bidirectionally regulated by cAMP, we treated WT and Δ*Gnas* DCs with PGE_2_ for 24 h. PGE_2_ treatment increased *PDE4B* expression in WT DCs, a response that was blunted in Δ*Gnas* DCs (Figure 3I). To investigate which cAMP effector mediated this increase in expression, we treated WT and Δ*Gnas* DCs for 24 h with the cAMP analogs CPT and 6MB, but not 8ME, increased *PDE4B* expression in WT and Δ*Gnas* DCs, thus implicating PKA as the mediator of the increase in *PDE4B* expression (Figure 3J). We obtained similar results using DC2.4 cells (a DC cell line): increased cAMP via PKA increased *PDE4B* levels (Supplementary Figures S3C,D). Thus, expression of *PDE4B* is dynamic and regulated by cAMP/PKA, decreasing and increasing in cells with lower and higher cAMP concentrations, respectively.

We next assessed whether PDE4B influences DC function, in particular the ability of DCs to regulate Th2 immunity (Lee et al., 2015). Increased cAMP levels have an anti-inflammatory effect on DCs, so antagonism of PDE4B could potentially reduce DC-induced Th2 inflammation (Galgani et al., 2004; Jin et al., 2010; Lee et al., 2015; Rueda et al., 2016; Chinn and Insel 2020). Δ*Gnas* DCs have reduced PDE4B expression compared to WT cells, but PDE4B is still the predominant PDE in the Gα_s_ *-*depleted cells (Figure 3B, Figures 3D,E).

Allergic asthma is largely driven by Th2-mediated inflammation (Fajt and Wenzel 2015; Tran et al., 2016). Δ*Gnas* mice develop allergic asthma in response to ovalbumin (OVA) immunization, as shown by increased IgE serum levels, airway hyperresponsiveness, and airway inflammation (Lee et al., 2015). These mice also spontaneously develop asthma at age 6 months without OVA immunization, mimicking the spontaneous development of asthma in humans. Allergic asthma in Δ*Gnas* mice is driven by preferential differentiation of Th2 cells by Δ*Gnas* DCs. By contrast, WT DCs do not induce naïve CD4^+^ T cells to differentiate into Th2 cells *ex vivo* (Lee et al., 2015).

We treated WT and Δ*Gnas* DCs with ovalbumin plus either vehicle control, the pan-PDE4 inhibitor Ro 20-1724, or the PDE4B-selective inhibitor A33 (Naganuma et al., 2009). DCs were then co-cultured with naïve CD4^+^ T cells from OT-II mice to determine if PDE4 inhibition in DCs affects helper T cell differentiation. Treatment of Δ*Gnas* DCs with either Ro 20-1724 or A33 equally decreased IL-4 secretion by co-cultured CD4^+^ T cells, implying that PDE4B likely accounts for the majority of the PDE4 activity in Δ*Gnas* DCs and that PDE4/PDE4B inhibition in DCs reduces Th2 differentiation (Figure 3K). Decreased DC-induced Th2 differentiation can abrogate allergic lung inflammation *in vivo* (Lee et al., 2015). Thus, targeting PDE4B may be a novel means to reduce DC-mediated Th2 inflammation–even in DCs with decreased expression from compensation for lower cAMP concentrations. Ro 20-1724 and A33 treatment of WT and Δ*Gnas* DCs also increased T cell-secreted IL-17 A which is indicative of increased Th17 differentiation, consistent with data showing that increased cAMP levels in DCs promote Th17 differentiation (Figure 3L) (Datta et al., 2010; Lee et al., 2020).

## Discussion

Altered concentrations of cAMP can regulate many cellular functions and phenotypes; maintaining cAMP homeostasis is thus a critical feature of cell and tissue physiology (Raker et al., 2016; Chinn and Insel 2020). Moreover, altering cAMP levels is used to treat many diseases, including pulmonary, cardiovascular, renal, gastrointestinal, dermatologic, and neuropsychiatric disorders (Law et al., 2000; Pierre et al., 2009; Rehsia and Dhalla 2010). Prior work has demonstrated that cells can compensate (decrease toward basal levels) drug-induced increases in cAMP by increasing RNA expression of PDE isoforms (D’Sa et al., 2002; Le Jeune et al., 2002; Catherin jin and Conti 2002; Liu et al., 2000; Torphy et al., 1995). The current data identify a mechanism by which cells can compensate for decreased cAMP in a primary cell system, in particular in DCs, and have implications for cellular homeostasis with respect to settings with altered cAMP levels.

The current data are the first of which we are aware that have defined PDE expression and functional responses in DCs. A recent review that discussed roles for PDE4 in multiple immune cell types did not include discussion of DCs (Zuo et al., 2019). The prominent expression of PDE4B in DCs is consistent with its detection in other immune and inflammatory cells (Jiang et al., 1998; Catherin jin and Conti 2002; Maurice et al., 2014).

How does cAMP regulate PDE4B expression? *PDE4B* has a CRE site in its promoter region, suggesting its expression is mediated by a CREB family member (D’Sa et al., 2002; Wang et al., 2003). Our findings support the idea that PDE4B is responsible for 1) reduced PDE activity in Δ*Gnas* DCs, and 2) compensation to increase cAMP levels in a setting of persistent decrease in cAMP concentration. The decrease in PDE4B expression does not restore “normal” cAMP levels, since cAMP concentration in Δ*Gnas* DCs is less than that of WT DCs, but the decrease in PDE4B may partially blunt physiological effects resulting from decreased cAMP levels. PDE4B thus acts as a homeostatic regulator of cellular cAMP concentrations, rising with increased and falling with decreased cAMP levels. Other cell types may use additional compensatory mechanisms, e.g., elevated cAMP can increase *MRP4* mRNA in HeLa and vascular smooth muscle cells via Epac-mediated actions (Bröderdorf et al., 2014).

Many marketed drugs alter cAMP levels. Our findings suggest a targeted strategy directed at components that maintain cAMP homeostasis. PDE4B appears to be a key regulator of both increased and decreased cAMP levels in DCs; other components might be targeted in other cell types. PDE4 is implicated in multiple disease settings, with 3 FDA-approved PDE4 inhibitors marketed for the treatment of atopic dermatitis, chronic obstructive pulmonary disorder, psoriasis, and psoriatic arthritis; several PDE4B-selective inhibitors are in development (Li, Zuo, and Tang 2018; Tibbo and Baillie 2020). These and other findings support the evidence that PDE4B and other PDEs are key contributors to cellular homeostasis, including in cellular microdomains/nanodomains (Bock et al., 2020; Zhang et al., 2020). PDEs, including PDE4B in at least certain cell types, thus appear to be fundamental for modulating cellular function and ultimately organismal health. In this regard, the current study identifies a potential role of PDE4B inhibition as a therapeutic approach to increase cAMP in DCs as a means to blunt Th2-mediated responses.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE158783.

# Supplementary material for: PDE4B Is a Homeostatic Regulator of Cyclic AMP in Dendritic Cells
**Source:** Front Pharmacol. 2022 Mar 21;13:833832. doi: 10.3389/fphar.2022.833832
**Supplement:** Supplementary file 1

Supplementary Material

1   Supplementary Figures

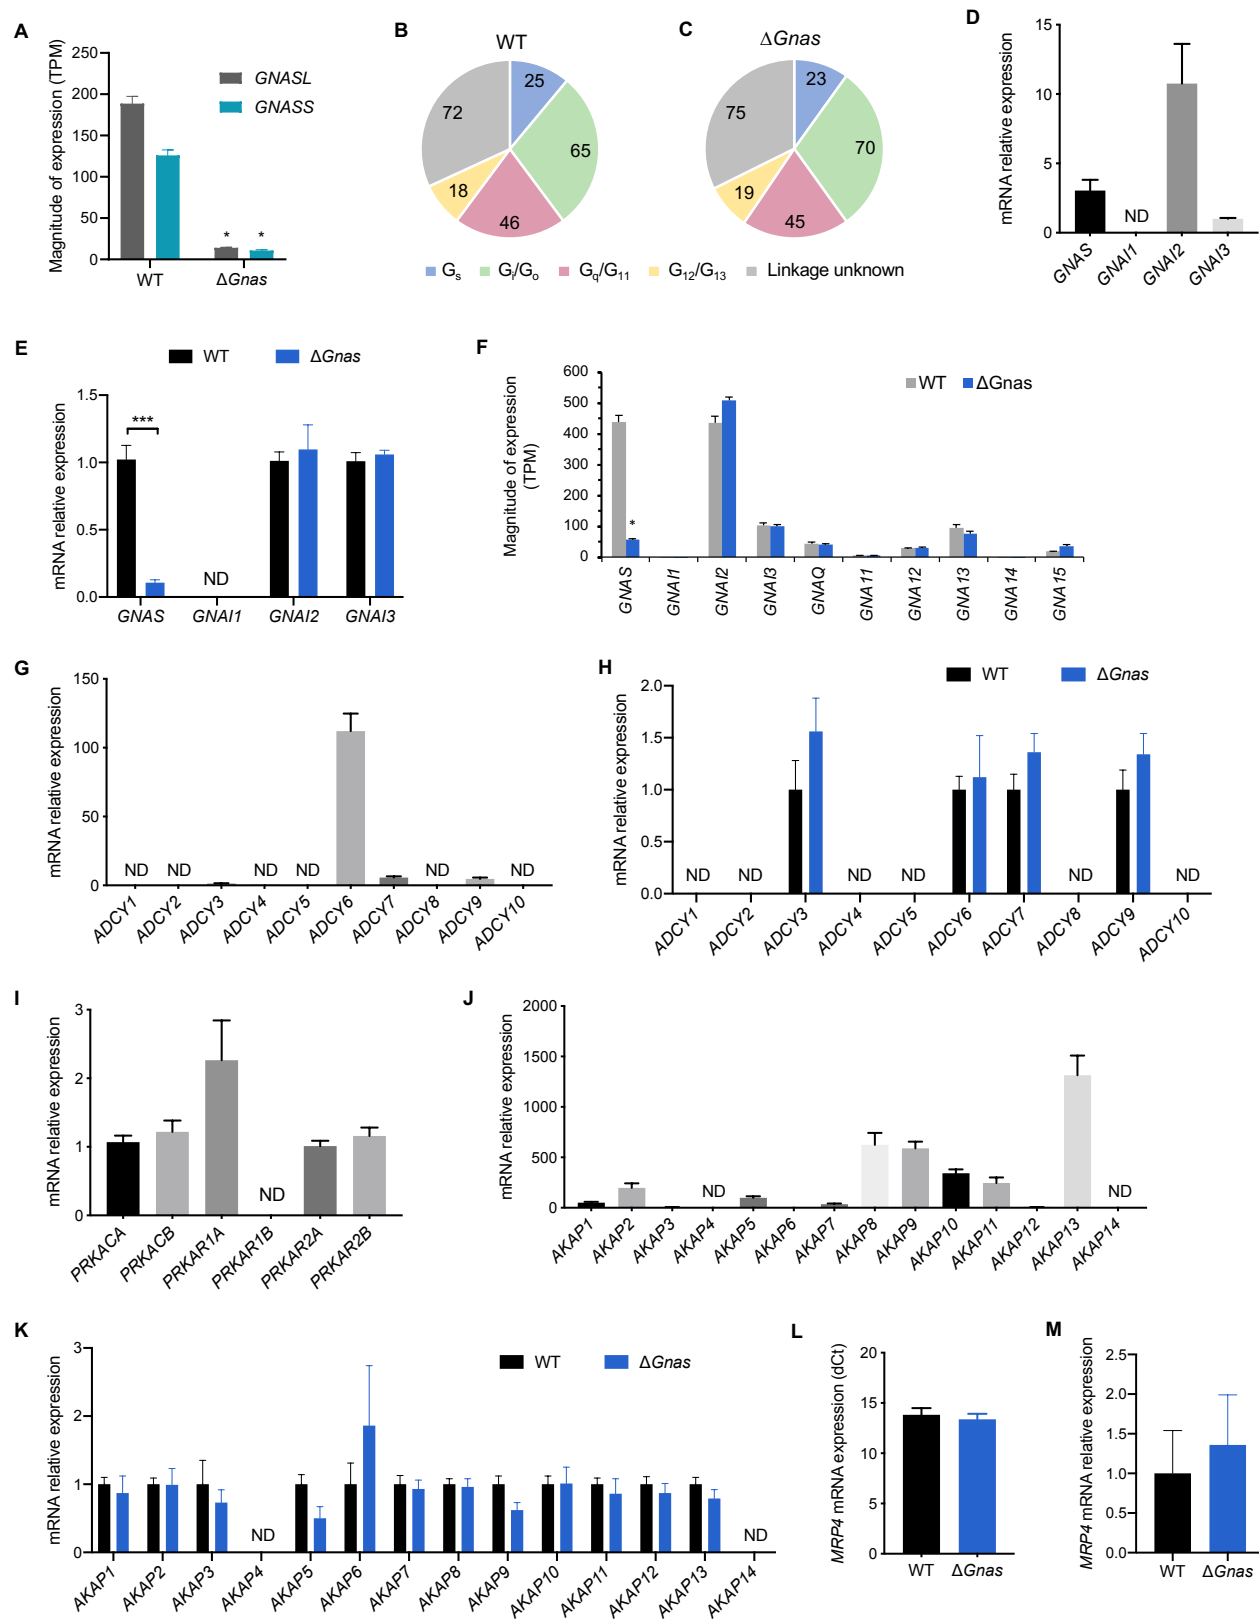

Supplementary Figure 1. Expression profiling of cAMP signaling pathway components in WT and $\Delta Gnas$ DCs. **(A)** Two well-characterized isoforms of *GNAS* are expressed at substantial levels in WT mice (> 1 TPM on average): GNASL (long) and GNASS (short) variants, also known as GNAS alpha-S2 and alpha-S1, respectively. Expression of both is significantly reduced ($FDR < 0.05$) in $\Delta Gnas$ DCs. WT $n=5$, $\Delta Gnas$ $n=4$. **(B and C)** Ratio of GPCRs that are linked to different G protein families in **(B)** WT and **(C)** $\Delta Gnas$ DCs. **(D)** $G\alpha$ mRNA expression profile in WT DCs; $n=6$. ND = not detected. Data are normalized to the lowest-expressing detectable gene. **(E and F)** Fold-change of $G\alpha$'s in $\Delta Gnas$ DCs compared to WT DCs via **(E)** independent qPCR; $n=6$, $p < 0.0001$, and **(F)** RNA-Seq; $n=4-5$, $FDR < 0.05$. **(G)** Expression profile of adenylyl cyclase isoforms in WT DCs; $n=3$. **(H)** Fold-change in adenylyl cyclase isoforms in $\Delta Gnas$ DCs compared to WT DCs; $n=6$. **(I)** PKA mRNA expression profile in WT DCs; $n=5$. **(J)** AKAP expression profile in WT DCs; $n=6$. **(K)** Fold-change in mRNA expression of AKAPs in $\Delta Gnas$ DCs compared to WT DCs; $n=6$. **(L)** *MRP4* mRNA expression in WT and $\Delta Gnas$ DCs. dCt values are relative to the housekeeping gene 18S; $n=3$. **(M)** Fold-change in *MRP4* expression in $\Delta Gnas$ DCs compared to WT DCs; $n=3$.

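Expression of *Gnas*, summed over its transcripts, was 438 ± 53.8 TPM (SD, n = 5) in WT and 55.8 ± 6.67 TPM (SD, n = 4) in Δ*Gnas* DCs. This is a log2 fold change of -2.96 (SE 0.16, adjusted p = 2.8e-05 from edgeR), or 87.1% lower. WT libraries reached up to 532 TPM. The gene lies on chromosome 2 of GRCm38 from 174284320 to 174346744, on the + strand. Over the 22 alternative settings the fall was 86.3 to 88.0%, and each of them called it. The long and short isoforms were not analysed here, since the deposited values are sums per gene.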

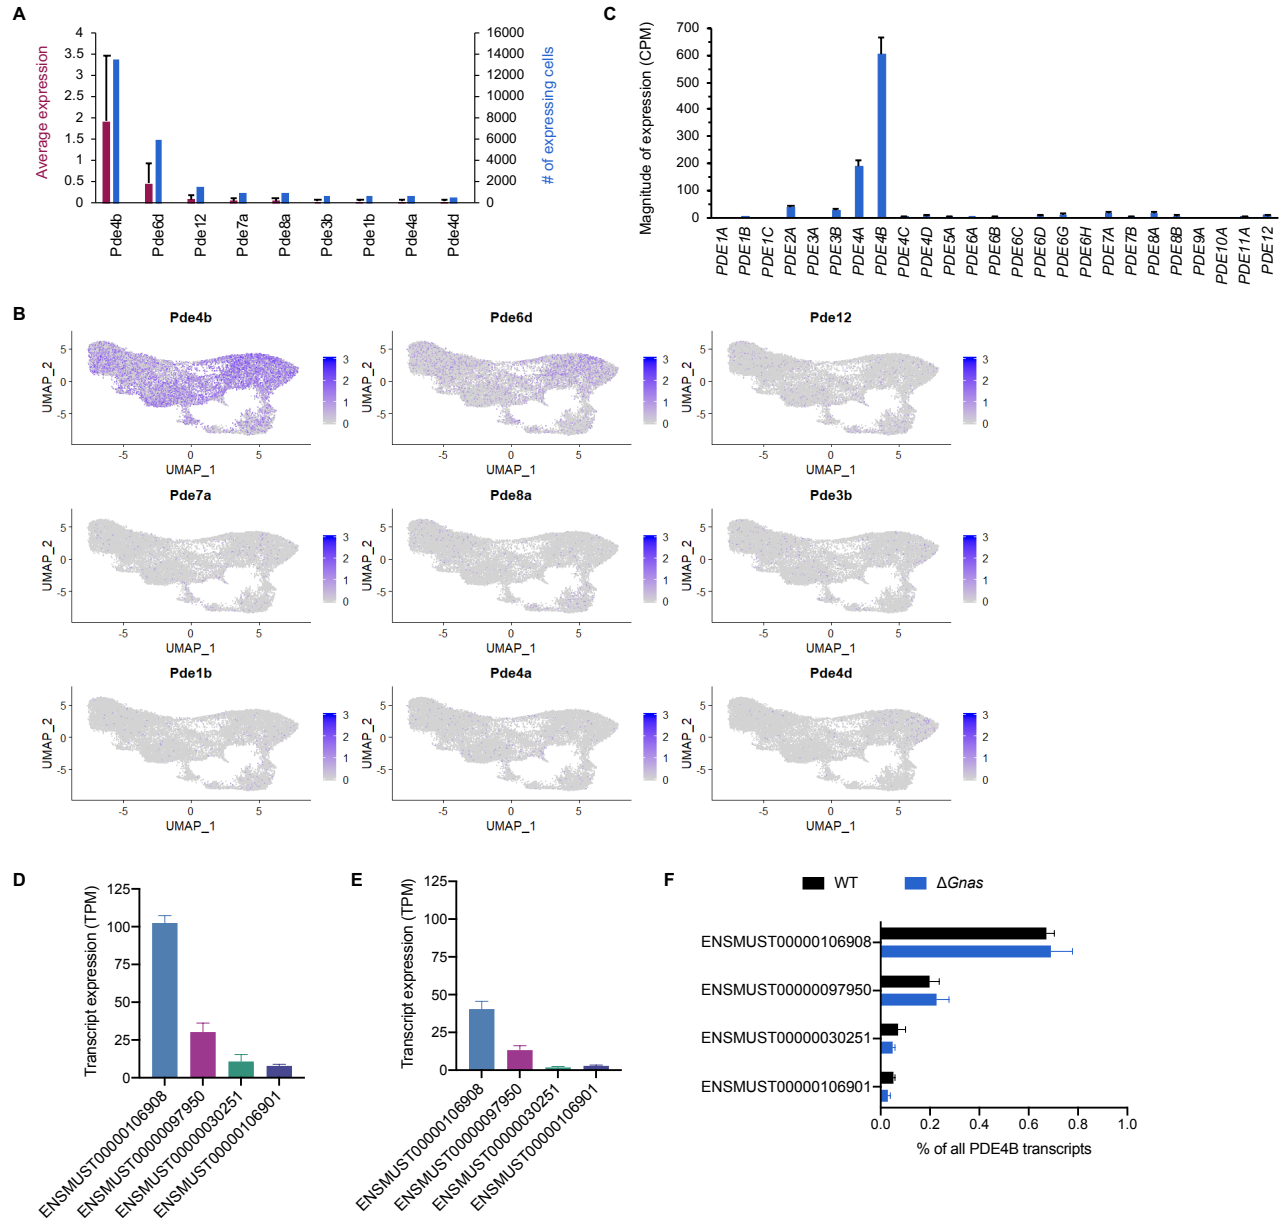

Supplementary Figure 2. *PDE4B* is the highest expressed PDE isoform in murine and human DCs. (A and B) PDE expression in single cell RNA-Seq data of murine lung DCs from (Bosteels et al. 2020) with A) average expression (Purple) and the number of cells expressing the gene of interest (Blue) plotted and B) visualized in UMAP. (C) PDE expression in human epidermal DC RNA-Seq data from (Bertram et al. 2019); n=4. (D and E) PDE4B transcript variant expression in TPM of D) WT and E) $\Delta Gnas$ DCs that were detected at mean expression levels >1 TPM in DCs from mice with each genotype. WT n=5; $\Delta Gnas$ n=4. (F) Percentage of PDE4B transcripts for each variant in WT and $\Delta Gnas$ DCs. WT n=5; $\Delta Gnas$ n=4.

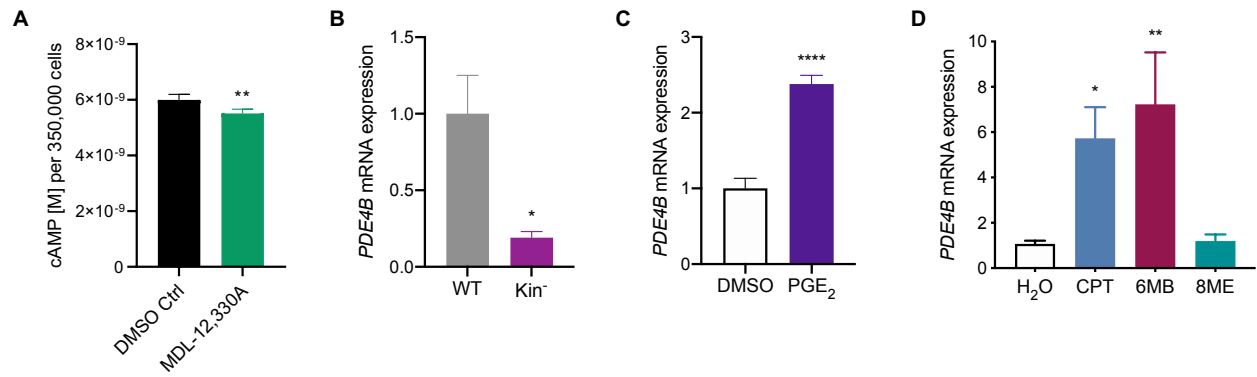

Supplementary Figure 3. *PDE4B* expression is decreased by reduced cAMP levels and lack of PKA activity and is increased in murine DC2.4 cells in response to cAMP-elevating drugs. **(A)** Decreased cAMP accumulation in WT DCs treated with the adenylyl cyclase inhibitor MDL-12,330A (10 μ M, 2.5 h); n=5, **p<0.01. **(B)** Basal *PDE4B* expression in murine T cell Kin⁻ S49 cells (which lack PKA activity) compared to WT S49 cells; n=3-5, *p<0.05. **(C)** *PDE4B* expression of DC2.4 cells incubated with PGE₂ (10 μ M, 24h); n=4-5, p<0.0001. **(D)** *PDE4B* expression of DC2.4 cells incubated with the cAMP analogs (50 μ M, 24 hrs) CPT (non-selective cAMP analog), 6MB (PKA-selective cAMP analog), and 8ME (Epac-selective cAMP analog); n=5-11, *p<0.05, **p<0.01.

2 Supplementary Tables

	WT 1	WT 2	WT 3	WT 4	WT 5	Avg	Std Dev
**0.2 - 1 TPM**	41	44	34	34	36	38	4
**1 - 10 TPM**	51	52	52	48	44	49	3.1
**10-50 TPM**	25	26	25	22	26	25	1.5
**>50 TPM**	15	15	14	20	14	16	2.2
**Total**	132	137	125	124	120	128	6.1

Supplementary Table 1. GPCRs expressed by WT DCs. The number of GPCRs expressed (total and stratified according to level of expression) by 5 biological replicates of WT DCs (WT 1-5).

	

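The number of receptors per WT library was 136 in replicate 3, 142 in replicate 4, 129 in replicate 5 and 128 in replicate 6, and lowest in replicate 7, counted at 0.2 TPM or more. The paper does not give its receptor list in the sources used here, so the list was written before the data were examined. Receptors between 1 and 10 TPM were the most numerous, 53, 55, 54, 50 and 46 in the same order of libraries. Between 0.2 and 1 TPM there were 42, 45, 34, 34 and 39, and between 10 and 50 TPM 25, 27, 27, 24 and 27. Over 50 TPM there were 16, 15, 14, 20 and 14. How the labels 1 to 5 of the table map to replicates 3 to 7 is not given in the sources used here.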

KO 1	KO 2	KO 3	KO 4	Avg	Std Dev
**0.2 - 1 TPM**	54	39	51	42	47	6.2
**1 - 10 TPM**	44	51	45	51	48	3.3
**10-50 TPM**	27	31	26	25	27	2.3
**>50 TPM**	16	11	13	14	14	1.8
**Total**	141	132	135	132	135	3.7

Supplementary Table 2. GPCRs expressed by $\Delta Gnas$ DCs. The number of GPCRs expressed (total and stratified according to level of expression) by 4 $\Delta Gnas$ biological replicates of $\Delta Gnas$ DCs (KO 1-4).

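The number of receptors per Δ*Gnas* library was 145 in replicate 3, 138 in replicate 4, 139 in replicate 6 and 136 in replicate 7, counted as for WT DCs. Between 0.2 and 1 TPM there were 55, 41, 51 and 42 receptors in the same order, and between 1 and 10 TPM 45, 53, 46 and 53. Between 10 and 50 TPM there were 28, 33, 29 and 27, and over 50 TPM 17, 11, 13 and 14. At a threshold of 1 TPM the means were 93.4 in WT and 92.3 in Δ*Gnas* DCs (two-sided exact permutation test, p = 0.690).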

Gene	Forward Primer	Reverse Primer
18s	GTAACCCGTTGAACCCATT	CCATCCAATCGGTAGTAGCG
ADCY1	TCCACATCACAAAGACGACC	CATCCTCTTGGCTGGTTTGA
ADCY2	CCAGTCTACGATTGTGTCT	CACTGAACTTCGGCTTGGAAA
ADCY3	TCCATGACCAGAAAGAACGT	GGAAGCGTAGACACTCGATG
ADCY4	TTCTTCACACTCCTGGTCCT	TACGACTGGTGGTAGAGGTC
ADCY5	GGGGATTGTTACTACTGCGT	CGTCGAATTGCCACTTTCTG
ADCY6	GACCTTCTCATACTTGGCG	TCAGGGTTCAGAGCATCTTG
ADCY7	CAGCATCGCCTTCAGTCAT	CTCGACATACACCAGCACAT
ADCY8	AGCATCACTGTCTTCGCATT	ACACCACATAGCACAGAACC
ADCY9	TTCCATTGTGATGTCCCCCT	GATCTTGGTGCGGTGTAGG
ADCY10	GGTATGGCATATCTCATCTGC	TAGTCGATCTCCCTAACACGT
AKAP1	ATGAGGTGGAGATTGCTAC	GTGCTGTATTGCCTGTCATC
AKAP2	GCTGAAGGAGAAAGAGCCAA	TCAGTGTGGTGAGTGTGAAC
AKAP3	TTGTACTTTGCTGGTGACGA	CGTGACATTTCCCACTGCTT
AKAP4	GAAGAGCAATGCCAAGACAAT	TTCATCACGATTCTACCAGC
AKAP5	AGAACCAGTAATGGCATCC	TCTTCAGCAGCAGTCTTTCT
AKAP6	CAGCGAGCAGTATACCACTG	TGTCAATCAGCCAATCCCAG
AKAP7	CACCTGTGAGTCTTCCATCGT	GCTTTTGTCTGCGTCTCT
AKAP8	GAGAGCCCTAAACCCAAACC	AGGAATCAGCATGTCACAGG
AKAP9	GGAGTTGGAAGAGATGAGGG	TGAGTTATGATGCCGTCTCG
AKAP10	ACCAGATTGAAGTGCTGACC	TGGCTTGGAGGGAAGATAC
AKAP11	TGTAGACCCGCAATTAAGGAT	GACATCTCCCACTTTCCATC
AKAP11	GCAGAGAGAGAGTTGAGCAA	CTGTCTTCACCAACACTGAGA
AKAP12	CCAGTCACTCAAACAACCGA	TGTCCTCTCCATGCTGAAGA
AKAP13	GAGGATAGGGGATGTGCTTG	AGTTGACAGACTGGTTGTGC
AKAP14	ACCAGAAAAGGGGCGAAAA	CAGCATAATACCCAGCG
EPAC1	CCTCTGTCAATCCCTTCA	TCGGCTTCTGAGTGGTGAT
EPAC2	CTTCTGGCTCCTCCCTATGG	AAGGTCGCTGTGCTTATGTTT
GNAI1	GATTCGGCAGCGTACTATC	AGGTCATAGTCACTCAGGGC
GNAI2	CTTGGCCGCTCACGAGAAT	GATCCACTTCTGCGCTCAG
GNAI3	ATGGGACGTTGAAGATTGA	CACGCTGCTAGTTCTGAAG
GNAS	GCAGAAGGACAAGCAGGTCT	CCCTCTCCGTTAAACCCATT
MRP4	CGGACACATGGATGATTTGC	AGAACCAGGAAGACGACTGA
PDE1A	TGCTTGAGAAATCACACGTC	TTGCTGAAAATGCCCTGACA
PDE1B	GACATCAGCCACCAACTAA	CTGGACACTCTTTTCTGCCA
PDE1C	GAGAAAAGGCAGGCGAAAAG	CGGTGTTGGAGTGATCCTTC
PDE2A	GACCGATGGAGATGATGGAC	CCACACGTTTATACAGCTCT
PDE3A	GTACGCCGAGCAGATCCT	CCTCTCTGTGGTCCCATTC
PDE3B	GAAGAGGCACAGCAACCAAA	TCCTTCTGATTTTCTCCCA
PDE3B	GCTGCTATCTTCAACATC	ATTCTGCAAGGAAATCAAAA
PDE4A	CTCTGTCTACCTCCACAAC	GATGAAGAGGATTCAATGGA
PDE4B	TGTCGATCATCCTGGAGTCT	AAGATGTCGAGTGTTCTCTC
PDE4C	CAACTACTCTGACCGCATCC	TAGTCAATGAATCCCACTGG
PDE4D	CATCCTGGGGTGTCAAATCA	GTTCTCTAGGACCGAGGAGT
PDE5A	CCCTGTTCTTGTCTGTGAG	CAACTTCTGCATTGAACCGG
PDE6A	GTACCTCAACTTTGTGAACCTGA	CTGCCTCTCTATATCCGTGA
PDE6B	TGGAGCTAGTCAAATGTGGC	TCGATAGGCTTTGCTGACAG
PDE6C	CCACAGAGGCACCAATAACT	TTCCAGGTGATGTCGCTCTA
PDE7A	ACTTACACCTTGACGATGGC	TTTCACTCCACTGCTTGCTT
PDE7A	GGAATAGTCTAGTAAGCCTAACC	TGACTGTGGTAATCTTCTGAAT
PDE7B	CAAGAAAAAGGTGAAACGAC	GTTGTGACCGTGTAATCTT
PDE8A	CAAAGCGGTTTCTCCAGAA	CTGAGCATTAAACTGTGGCG
PDE8B	TCAGTCTTCTCTTCTTCA	CCGGTCTTGTCACTCTTAG
PDE9A	TTGACTACAGCAACGAGGAG	TCCAGTAAACAGTCCACCCA
PDE10A	TGAGAAAGGGATTGCTGGTC	TACCGCTGATCTTGTTCACC
PDE11A	ATCAAGTGAAGAAGTCTGGG	CAGCTCCATGAACATCCGTA
PRKACA	CCCAGATTATCCTGAGCAA	CACCTTCCAGAGACGATTTT
PRKACB	CCTCCATTCTTTGCTGACCA	TTTATGTCACTCACGCCGTT
PRKAR1A	TTGTTGAAGTGGGACGACTG	CGGTCCAACCTTAACGCACT
PRKAR1B	CTCGGCAGAAAGTCAAACCTCC	CGTCCAGGTGAGAAAAGAGC
PRKAR2A	CTGGGAAGTGAGCATCTTG	GGGCAAGTTCTCCGAAGTAC
PRKAR2B	GTTGGAAAGATGCGTCGGTAA	CTAGAGACTTGAGGAACGGC
PRKAR2B	TAACAAACCAAGAGCAGCGT	TTCATAGGTGGCGATGTTCC

Supplementary Table 3. qPCR primer sequences.

How the deposited data were processed for this re-analysis (not part of the article)

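RNA-Seq of bone marrow-derived DCs was analysed in 5 WT and 4 Δ*Gnas* libraries. The authors sequenced stranded mRNA libraries, trimmed the reads with BBDuk, assigned them to transcripts with Kallisto 0.43.1 and Ensembl 79 (GRCm38), summed transcripts to genes with tximport and compared genotypes with edgeR's exact test on TMM-normalized counts. The submitters' notes also name FastQC. The deposited table gives TPM and estimated counts for 30620 features, of which 32 name no gene (27 were turned into dates and 5 are placeholders) and hold 0.0843 to 0.121% of the counts. These 32 were left out, which left 30588 genes. The estimated counts equal the TPM times a factor per library, so they carry no gene length. Each sample's condition was taken from its label. The main comparison was unpaired.

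The counts were rounded to whole numbers. Genes with over 1 CPM in at least 3 libraries, the filter of the paper, were tested by edgeR 4.0.16 (glmQLFit and glmQLFTest) under R 4.3.3, with TMM factors and Benjamini-Hochberg adjustment over 11862 genes at 0.05. Of all the changes the median was a log2 fold change of -0.0043. The standard error is the absolute log2 fold change over the square root of the F statistic. The tool was chosen in place of the paper's exact test, which was run as an alternative. On simulated data of this size, the test found 5 of 50 genes changed 1.5-fold, 26 of 50 changed 2-fold, 43 of 50 changed 4-fold and 48 of 50 changed 8-fold, with 4 false calls among 126. Depth was 34252701 to 49427934 estimated counts per library.

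Distances between libraries used the 500 largest log2 CPM differences of each pair (prior count 2). Values per library were compared by exact permutation tests over all splits into 5 and 4, computed in R. The tests of positions along the genome, Fisher's exact test and the sign test were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. The paper does not list its GPCRs in the sources used here, so 370 receptors with their couplings were listed before the data were examined, and 366 were found by current or older symbols. Families of the cAMP pathway (67 genes, 41 tested) were adjusted over all genes and over the families alone. The other lists were also fixed beforehand: the cell cycle, cholesterol synthesis, DC maturation and migration, CREB and cAMP targets, the CREB family, antigen presentation by MHC class II, eicosanoids, type I interferon response, NF-kB response, Th1 and Th17 and Th2 polarization, glycolysis, mitochondrial transcripts, alternative activation, stress response and G protein signalling regulators, and markers of DCs, plasmacytoid DCs, macrophages, monocytes, neutrophils, eosinophils, mast cells and basophils, T cells, B cells, NK cells, erythroid cells and stromal cells. Lists with at least 3 tested genes were tested by camera and fry of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one.

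The text names the genes the paper names or shows in Figure 1E, the 12 largest rises and 12 largest falls among genes with an adjusted p under 0.05, a mean of 5 CPM or more and no overlap between genotypes, up to 4 changed members of each list by smallest p, and all members of the families. Y-linked genes were listed beforehand. Genes outside this rule were chosen after their values were seen: *C1qa*, *Apoe*, *Mertk*, *Lyz2*, *Csf1r*, *Igkc*, *Ighm*, *P2ry1*, *Lpar6*, *Pparg*, *Gm15662*, *RP23-436K7.4*, *Ifi202b*, *Plcb4*, *Gm13154*, the parents of copies, and the highest marker of each list with too few tested genes. Symbols were matched to GENCODE (GRCm38) for coordinates: of the distinct names in the table, 28583 matched as written, 872 through a synonym and 1163, names that are no gene included, not at all.

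Alternatives set before the data were examined were the exact test, DESeq2 1.42.0, upper-quartile factors, limma-voom, no filter, a filter of over 5 CPM, replicate number as a block, sex as a covariate, robust empirical Bayes, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), leaving out each library, and for the other measures another threshold, unit, gene set or prior count. Counts rescaled by median transcript length (29455 genes have one), the fit without dominant features (mitochondrial transcripts, their nuclear copies and *Gm15662*) and the interaction with sex without WT replicate 7 were added after the data were seen. A gene counts as the same where neither fit calls it. Positions along the genome were tested with 10000 permutations over windows of 50 neighbouring genes, leaving out 81 immunoglobulin segments. In simulated data this scan found 20 of 20 clusters of 25 changed genes and gave 1 call in 40 data sets without one. Values per transcript, RT-qPCR and protein data were not analysed here.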

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

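The tests of chance placement and of shared reads on chromosome 4, of macrophage markers, and of features low in WT libraries were chosen after the results were seen; the test of Δ*Gnas* replicate 3 on chromosome 4 was set before its result was seen.

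Genes outside those the paper discusses changed in Δ*Gnas* DCs: 19 cell cycle genes, 10 genes of cholesterol synthesis, 2 eosinophil markers and 2 MHC class II genes were higher, and 7 macrophage markers were lower. Of 81 immunoglobulin segments tested, 39 were higher and 0 lower by edgeR (median log2 fold change 3.62 over all 81), among them *Igkc* (3.30) and *Ighm* (1.01), which were chosen after their values were seen. The paper does not report these changes.

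Changed genes were dense on distal chromosome 4 of GRCm38 from 139352587 to 150946102, where 27 of 93 genes changed (11 higher, 16 lower; 29.0% against 9.18% elsewhere). The densest 50 neighbouring genes held 22 changed genes, the largest count in 10000 permuted genomes was 19 (p = 0.0001, the smallest the permutations can give), and the next chromosome, 12, reached 15, which argues against chance placement. Reads shared between near-identical copies, such as the zinc finger genes of this region, cannot be excluded: among protein-coding genes without zinc finger and predicted genes, the densest 50 neighbours lay on chromosome 19 (15 changed genes, permutation p = 0.0492) and those that touch the interval held at most 14, the 95th percentile of the permuted largest counts, while with predicted genes kept, as first tested, the densest 50 lay in the interval (18, p = 0.0004). A candidate explanation is a chromosome segment of another strain linked to the Δ*Gnas* genotype. Δ*Gnas* replicate 3, whose changes elsewhere were a median of 0.698 of those in the other Δ*Gnas* libraries, had a ratio of 0.999 in the interval (one-sided permutation test over genes, p = 0.00047). The test took linked genes as independent and rests on 1 library. Its p therefore does not measure variation between cultures and cannot decide on such a segment. Neighbouring genes can also be regulated together, which was not tested, no genotype data are held, and *Pde4b* lies outside the interval.

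Of 14 macrophage markers 7 were lower in Δ*Gnas* DCs and 7 did not pass (camera adjusted p of 1.3e-05 with the preset and 0.198 with the estimated correlation); the lower ones included *C1qb*, *C1qc*, *C1qa* (-2.22), *Apoe* (-2.22), *Fcgr1* and *Mertk* (-0.63), of which *C1qa*, *Apoe* and *Mertk* were chosen after their values were seen, as were *Lyz2* and *Csf1r* below. A strain segment on chromosome 4, which would have to reach beyond the interval above to hold the 3 complement genes, was argued against as the whole cause, since 4 of the lower markers lie on other chromosomes. A smaller share of macrophages in the Δ*Gnas* cultures and lower expression within the same cells cannot be told apart: the largest and smallest falls differed by 5.19 standard errors, and the abundant *Lyz2* (27229 TPM in WT, 28499 TPM in Δ*Gnas* DCs) and *Csf1r* (log2 fold change 0.02) were not lower, but monocytes and DCs also express many of these genes, so unequal falls exclude neither. The cultures were selected for CD11c, which would not remove macrophages that carry it, and loss of *Gnas* itself stays open as the cause.

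A set of 21 features (17 distinct by their values), most of them pseudogenes or near copies, had at least 5 TPM in every Δ*Gnas* library and at most 10% of the lowest Δ*Gnas* value in each of WT replicates 4 to 7. For the 17 features with a parent gene, taken as a set, reads of the parent assigned to the copies cannot be told apart from real transcripts. Over 12 groups of parent and copies the median log2 ratio of Δ*Gnas* to WT was -0.39 for the parent and 0.30 for the sum. The sum was nearer to 0 in 7 of 12 (exact sign test, p = 0.774). The parent alone was lower in 9 of the 12 groups and called lower in 1. This was *Ndufs5*, at 93.7 TPM in WT and 33.8 TPM in Δ*Gnas* DCs, where its copy *BC002163* was at 0.848 and 92.9 TPM. *Rpl35a* was at 2007 TPM in WT and 1285 TPM in Δ*Gnas* DCs, and its 5 copies summed at 10.2 and 778 TPM. The parents *Ear10*, *Gm10282* and *Zfp600* were higher instead. Their WT means of 0.0145, 5.39 and 0.169 TPM lay far below their copies in Δ*Gnas* DCs (113, 74.3 and 33.7 TPM), too low to have supplied those reads. Where a parent rises with its copies, the sum lies farther from 0 by construction. The sign test, which counts these groups, therefore cannot decide for the groups whose parent was lower. WT replicate 3 held a median of 5.89% of the Δ*Gnas* level of these features (quartiles 4.32 to 7.77%), while the same search leaving out each other WT library gave medians of 0.0405 to 0.162%. A candidate explanation is a small share of Δ*Gnas* reads in WT replicate 3. *Ifi202b*, a coding gene for which no parent was found, goes with it. It was at 2.95 TPM in that library, 7.04% of the Δ*Gnas* mean, and at 0 in WT replicates 4 to 7. *RP23-436K7.4*, at 0 in WT replicate 3, goes against it. So do *Ear1* (1.24 TPM) and *Plcb4* (0.537 TPM), which were higher in another WT library (2.67 and 0.605 TPM). *Gm13154* (0.393 TPM) was close to another WT library (0.366 TPM). No biological explanation was tested.

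Of 106 groups of values, 17 had a library far from the rest of its group, where chance gives about 1 in 20. The groups are not independent, since *Gm10243* and the 4 *Rpl35a* pseudogenes hold identical values and other flagged copies were named for their large rise. The 17 therefore count some events more than once. All 13 in WT were of replicate 3. These were *Gpr82* (0.167 CPM), *Ear-ps2* (2.60 CPM), *Eno1b* (8.11 CPM), *Gm8730* (4.00 CPM), *BC002163* (3.52 CPM), *Gm8615* (0.553 CPM), *Gm10243* and the 4 *Rpl35a* pseudogenes with identical values (7.59 CPM), the mitochondrial transcripts with their copies (2.35%) and the share of the 10 most abundant features (15.6%). Of 4 in Δ*Gnas* DCs, 3 were of replicate 3, *Gpr65* (81.7 CPM), *Mucl1* (1.37 CPM) and *Stat4* (34.4 CPM), and 1 of replicate 6, *Ighg2b* (74.1 CPM).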

How the results depend on the processing

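The length-rescaled counts, the fit without dominant features and the interaction without WT replicate 7 were chosen after the data were seen; the other alternatives were set before. In each of 22 settings *Gnas*, *Pde4b* (55.4 to 65.3% lower), *Pde4d* (78.6 to 85.7%) and *Prkar2b* (52.2 to 60.7%) were called lower, and no called gene changed direction. The mean number of expressed GPCRs was higher in Δ*Gnas* DCs at 0.2 TPM (132 and 139.5) and lower at 1 TPM (93.4 and 92.3; neither difference passed), and the GPCRs over 2-fold, 6 higher and 8 lower, became 14 and 10 with length-rescaled counts and 3 and 2 without Δ*Gnas* replicate 4. Of 93 changed genes that the text names, 53 kept their call in all 22 settings and 93 their direction. The 1134 changed genes became 1769 by DESeq2 (952 higher, 817 lower) and 519 to 1586 on leaving out single libraries (519 without Δ*Gnas* replicate 7, 1586 without Δ*Gnas* replicate 3); it was 1464 by the exact test and 826 to 1201 under the remaining settings, including 1188 with the replicate number as a block, of which 867 were shared with the 1134. The genotypes share replicate numbers 3, 4, 6 and 7, whose libraries deviated from their group means with correlations of 0.294, -0.0423, 0.248 and 0.163, and Δ*Gnas* replicates 3, 6 and 7 but only WT replicates 3 and 6 correlated best with their own number, a hint from the data that falls short of pairing; neither the labels nor the paper say what the numbers share, and the block gave 16 GPCRs, 9 cAMP pathway genes and 11 lists. The 14 GPCRs changed over 2-fold became 6 with the filter of over 5 CPM, 9 on log2(TPM + 1), 24 with length-rescaled counts and 5 to 17 on leaving out single libraries (17 without Δ*Gnas* replicate 3). The 8 cAMP pathway genes became 5 (without WT replicate 4 or 5, or Δ*Gnas* replicate 6 or 7) to 11 (without Δ*Gnas* replicate 3). The 8 gene lists became 0 with an estimated correlation and 8 to 13 on leaving out single libraries (13 without WT replicate 7), and fry called 9. Testing fewer samples or genes can by itself lower a count. It does not account for the higher counts without Δ*Gnas* replicate 3 (1586 genes, 17 GPCRs and 11 cAMP pathway genes) or for the 13 lists without WT replicate 7. The counts thus also depend on which library is left out, and the cause was not tested.

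Among 100 splits drawn from all splits of the libraries into 5 and 4, 1 split, the real one, gave as many changed genes (1134, highest other 15), GPCRs over 2-fold (14, highest other 1) and cAMP pathway genes (8, highest other 0). This argues against chance for these, but the smallest share that 100 splits can give is 1 in 100. Every other split mixes the genotypes, which by itself lowers the counts. The 8 cAMP pathway genes include *Gnas*, the deleted gene. For gene lists 58 splits, the real one included, gave as many (8, highest other 17), so chance cannot be excluded for the number of lists called.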

Differences from the paper's values

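The alternatives named in this part were all set before the data were examined; the comparison of percentages and that with Figure 3C were added after the values were seen. A value is said to differ where it and the paper's lie over 1.5 times apart and by more than the larger of the SD here and the paper's error. The paper gives a ratio of *Pde4b* to *Pde4d* of 20 by RT-qPCR (Figure 3A,B, n = 7 in WT and 6 in Δ*Gnas* DCs), without naming a genotype. In TPM the ratio was 9.26 ± 2.00 (SD, n = 5) in WT DCs, which differs also without each WT library. In Δ*Gnas* DCs it was 23.7 ± 14.7 (SD, n = 4), and 16.3 without replicate 4, neither of which differs. Receptor counts by coupling were below those printed in the paper's charts. For WT DCs, in Supplementary Figure S1B, they were about 25 for G_s_ (15 here), about 46 for G_q/11_ (26 here) and about 18 for G_12/13_ (9.4 here), which differ, and about 65 for G_i_ (46.4 here) and about 72 of unknown coupling (51 here), which lie within 1.5 times. For Δ*Gnas* DCs, in Supplementary Figure S1C, they were about 45 for G_q/11_ (28.3 here) and about 19 for G_12/13_ (10.5 here), which differ, and about 23 for G_s_ (15.5 here), about 70 for G_i_ (48.5 here) and about 75 of unknown coupling (54.3 here), which lie within 1.5 times. The legend speaks of a ratio, and as percentages of their sum none differs: for G_s_, G_i_, G_q/11_, G_12/13_ and unknown coupling the charts give about 11, 29, 20, 8 and 32% in WT (10.1, 31.4, 17.6, 6.35 and 34.5% here) and about 9.9, 30, 19, 8.2 and 32% in Δ*Gnas* DCs (9.88, 30.9, 18.0, 6.69 and 34.6% here). The paper's receptor list is not in the sources used here, and none of the alternatives that leave out a library closed a gap in counts. The list used here holds only 13 receptors that couple to G_12/13_. Counts of 18 or 19 could therefore not be reached, and that gap follows from the list, not from the libraries. *Pde4d* fell by 82.5% here, against the paper's 60% in the text and about 79% in Figure 3C, read by eye, both by RT-qPCR; the 60% lies within 1.5 times as a fall but not as the share left.

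The paper gives 20 GPCRs changed over 2-fold, at the same thresholds and by the exact test, against 14 here; the exact test gave 19 and DESeq2 21. Of the receptors of Figure 1E, 14 were both called and over 2-fold here, 19 by the exact test and 20 by DESeq2. Of all 24, 17 were called here, 23 by the exact test and 24 by DESeq2; *Ccr9* was also called by limma-voom and without WT replicate 4. The text of the paper names 7 G_i_-coupled receptors as decreased. Here *Ccr7*, *Oprd1* and *C5ar1* were lower, as the text says, while *S1pr4*, *Gpr84*, *Ptger3* and *Ccr9* had higher values in Δ*Gnas* DCs, as Figure 1E also shows. The paper states that Gα proteins apart from Gα_s_ did not differ, with RNA-Seq values in Supplementary Figure S1F; here *Gna15* (log2 fold change 0.93) was called higher, also by the exact test and DESeq2 but not by limma-voom, and the other 7 Gα genes tested did not pass.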

Other observations

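The search near *Gnas* was chosen after the data were seen.

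In WT DCs *Pde4b* made up 64.4 ± 4.08% (SD, n = 5) of the summed TPM of 21 phosphodiesterases, and in Δ*Gnas* DCs 46.5 ± 8.63% (SD, n = 4; two-sided exact permutation test, p = 0.00794). The paper reports phosphodiesterases, PKA subunits and transporters by RT-qPCR, and the RNA-Seq values are given here. *Pde4d* was 17.1 ± 5.06 TPM in WT and 2.96 ± 1.54 TPM in Δ*Gnas* DCs (log2 fold change -2.52, SE 0.33, adjusted p = 0.00249 from edgeR). *Pde3b* (-1.51) was also lower and *Pde8b* (0.74) higher, though the call of *Pde8b* was lost without WT replicate 3, 4 or 5 or Δ*Gnas* replicate 6 or 7. The paper names 2 phosphodiesterases as decreased by RT-qPCR, *Pde4b* and *Pde4d*, and *Pde3b* is not among them. The sum of phosphodiesterases was 236 TPM in WT and 123 TPM in Δ*Gnas* DCs (exact permutation test, p = 0.0159), and *Pde4b* was 8.44 times the next phosphodiesterase in WT and 3.90 times in Δ*Gnas* DCs (exact permutation test, p = 0.0159). *Pde4b* over *Pde4d* was 23.7 in Δ*Gnas* DCs (exact permutation test against WT, p = 0.00794). Replicate 4 set the size of this mean, with a ratio of 45.6 and *Pde4d* at 1.37 TPM. The other Δ*Gnas* libraries lay between 16.0 and 16.9, with a mean of 16.3. Of 6 PKA genes, *Prkar2b* was lower, with 27.3 ± 12.5 TPM in WT and 11.1 ± 1.66 TPM in Δ*Gnas* DCs (-1.25, SE 0.21, adjusted p = 0.00701 from edgeR). Of 9 *Akap* genes tested, 0 passed in edgeR (2 at an unadjusted p under 0.05; 0 by the exact test, 1 by DESeq2, 0 by limma-voom; 1 when adjusted over the families alone), and *Akap5* was called lower without Δ*Gnas* replicate 3 (-2.08, adjusted p = 0.0409; -1.25, adjusted p = 0.252, with all libraries). *Abcc4*, which encodes MRP4, did not pass (0.80, adjusted p = 0.0725; 5.24 TPM in WT and 8.92 TPM in Δ*Gnas* DCs), though the exact test and DESeq2 called it. The EPAC genes *Rapgef3* and *Rapgef4* were at most at 0.639 TPM and were not tested. In all, 8 of 41 tested genes of these families changed, and 11 when adjusted over the families alone. The paper's values of adenylyl cyclases come from other samples by RT-qPCR. Of 5 adenylyl cyclase genes tested here, *Adcy4* was lower, at 1.41 TPM in WT and 0.413 TPM in Δ*Gnas* DCs (-1.72, adjusted p = 0.0326), a call that held by the exact test, DESeq2 and limma-voom and was lost with sex as a covariate and without WT replicate 4 or 5 or Δ*Gnas* replicate 3, 6 or 7. *Adcy3* (0.83, adjusted p = 0.130), *Adcy6* (-0.66, adjusted p = 0.453; -1.42, adjusted p = 0.0266, without Δ*Gnas* replicate 3), *Adcy7* (0.49, adjusted p = 0.0697) and *Adcy9* (0.43, adjusted p = 0.411) did not pass.

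Among lists that did not pass camera with the preset correlation, monocyte markers *Plac8* (1.67) and *Ms4a4c* (0.99) were higher, 2 of 8 tested (2 when adjusted over the list alone; camera adjusted p = 0.0581), as were the plasmacytoid DC markers *Siglech* (1.57) and *Cox6a2* (2.78), 2 of 9 (4 higher when adjusted over the list alone; adjusted p = 0.0899), and the T cell markers *Cd3g* (2.83) and *Cd4* (1.08), 2 of 4 (2 higher and 1 lower when adjusted over the list alone; 0.293). *Cd3g* was at 7.22 CPM in Δ*Gnas* replicate 4 and at 0.301 to 2.57 CPM in the other Δ*Gnas* libraries, and its call (adjusted p = 0.0489) was lost by limma-voom and without each WT library, while that of *Cd4* (adjusted p = 0.0337) was lost without WT replicate 3, 5 or 6 or Δ*Gnas* replicate 3, 4 or 7. Alternative activation went both ways, with *Ccl24* (2.74; 1.85 without Δ*Gnas* replicate 3), *Chil3* (1.50) and, named after its value was seen, *Pparg* (0.75) higher and *Il4ra* (-0.93) and *Socs1* (-0.84) lower of 13 tested (4 higher and 5 lower when adjusted over the list alone; 0.755). Among 19 G protein regulators, *Rgs16* (2.26), *Rgs18* (1.15) and *Gpsm2* (1.03) were higher and *Arrb2* (-0.81) was lower (3 higher and 1 lower when adjusted over the list alone; 0.985). *Nos2* (3.17) was the 1 changed of 19 NF-kB response genes (1 when adjusted over the list alone; 0.257), *Pfkp* (0.53) of 18 glycolysis genes (0 over the list alone; 0.278), *Mx2* (-0.98) of 22 genes of the type I interferon response (0 over the list alone; 0.0792), *Pkib* (-1.87) of 11 genes of the CREB family, coactivators and PKA inhibitors (1 over the list alone; 0.0899), *Kit* (-1.25) of 5 mast cell and basophil markers (1 higher and 1 lower over the list alone; 0.755) and *Ier3* (-0.83) of 13 stress response genes (2 lower over the list alone; 0.894). By edgeR 0 of 11 neutrophil markers passed (2 at an unadjusted p under 0.05; 1 by the exact test, 1 by DESeq2, 0 by limma-voom; camera adjusted p = 0.0701), 0 of 12 genes of Th2 polarization (3 unadjusted; 1, 2 and 0 by the same tools; 0.130), 0 of 9 genes of Th1 and Th17 polarization (1 unadjusted; 0, 1 and 0; 0.130) and 0 of 13 mitochondrial transcripts (0 unadjusted and 0 by each tool; 0.366). Fry called 9 lists: 7 of the 8 called by camera, without DC maturation and migration, and the CREB family (0.0262) and Th1 and Th17 polarization (0.0148). The median and the camera direction had different signs for 5 lists: DC markers, mitochondrial transcripts, alternative activation, stress response and G protein regulators. The mean and the camera direction differed for mast cell and basophil markers and for stress response genes. For 2 lists the 1 changed gene went against the list. The NF-kB response had a median of -0.38 and camera direction down, while *Nos2* was higher. The type I interferon response had a median of 0.50 and camera direction up, while *Mx2* was lower. Some of these lists passed camera under other settings. With the replicate number as a block, monocyte markers (adjusted p = 0.0335), plasmacytoid DC markers (0.0271) and the CREB family (0.0462) passed. The type I interferon list passed without Δ*Gnas* replicate 6 (camera adjusted p = 0.00122), among other calls on leaving out single libraries. B cell, NK cell, erythroid and stromal markers had too few tested genes, with highest values of 2.27 TPM for *Cd79b*, 2.44 TPM for *Klrb1c*, 2.01 TPM for *Hba-a1* and 10.4 TPM for *Vcam1*.

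Within 10 Mb of *Gnas* on each side, 19 of 149 genes changed (12.8% against 9.29% elsewhere; Fisher's exact test, p = 0.155). WT replicate 7, labelled female, had 4.60 TPM of the Y-linked *Kdm5d* and 3.04 TPM of *Uty*, against 4.27 to 8.14 TPM of *Uty* in libraries labelled male.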
